# Gene Expression Profile Analysis of Type 2 Diabetic Mouse Liver

**DOI:** 10.1371/journal.pone.0057766

**Published:** 2013-03-01

**Authors:** Fang Zhang, Xiang Xu, Yi Zhang, Ben Zhou, Zhishui He, Qiwei Zhai

## Abstract

Liver plays a key role in glucose metabolism and homeostasis, and impaired hepatic glucose metabolism contributes to the development of type 2 diabetes. However, the precise gene expression profile of diabetic liver and its association with diabetes and related diseases are yet to be further elucidated. In this study, we detected the gene expression profile by high-throughput sequencing in 9-week-old normal and type 2 diabetic db/db mouse liver. Totally 12132 genes were detected, and 2627 genes were significantly changed in diabetic mouse liver. Biological process analysis showed that the upregulated genes in diabetic mouse liver were mainly enriched in metabolic processes. Surprisingly, the downregulated genes in diabetic mouse liver were mainly enriched in immune-related processes, although all the altered genes were still mainly enriched in metabolic processes. Similarly, KEGG pathway analysis showed that metabolic pathways were the major pathways altered in diabetic mouse liver, and downregulated genes were enriched in immune and cancer pathways. Analysis of the key enzyme genes in fatty acid and glucose metabolism showed that some key enzyme genes were significantly increased and none of the detected key enzyme genes were decreased. In addition, FunDo analysis showed that liver cancer and hepatitis were most likely to be associated with diabetes. Taken together, this study provides the digital gene expression profile of diabetic mouse liver, and demonstrates the main diabetes-associated hepatic biological processes, pathways, key enzyme genes in fatty acid and glucose metabolism and potential hepatic diseases.

## Introduction

Type 2 diabetes has become epidemic in both developed countries and developing countries with a rapid change of lifestyle [1], [2]. The predominant features of type 2 diabetes include increased fasting blood glucose levels, as well as disturbed peripheral glucose utilization. The prevalence of type 2 diabetes and the limitations of currently available preventative and therapeutic options highlight the need for a more complete understanding of the pathogenesis of type 2 diabetes [3].

Liver has a key role in glucose metabolism and homeostasis. Hepatic glucose metabolism mainly includes glucose transport, glycolysis, gluconeogenesis, glycogen synthesis and glycogenolysis [4], and impaired hepatic glucose metabolism will lead to the development of type 2 diabetes [4], [5]. Many key enzymes involved in hepatic glucose metabolism, such as glycogen phosphorylase (GP, *Pygl*) the rate-limiting enzymes of glycogenolysis [6], fructose-1,6-bisphosphatase (FBPase, *Fbp1*) and glucose 6-phosphatase (G6pase, *G6pc*) the major control points in the pathway of gluconeogenesis [7], [8], and glucokinase (GK/HK, *Gck*) the key enzyme of glycolysis [9], are the potential targets for diabetes. Meanwhile, hepatic transcriptional factors, such as Pparα and Hnf4α, are well-known to regulate glucose homeostasis, and involved in the development of hyperglycemia [10], [11]. Impaired hepatic fatty acid metabolism, including fatty acid oxidation, synthesis and storage, is also involved in the development of type 2 diabetes [12], [13], [14]. However, an overview of the hepatic glucose and fatty acid metabolism in diabetic subjects needs to be further investigated.

Microarray technology has been applied to study the genome-wide gene expression levels in type 1 diabetic tissues, such as rat muscle and mouse liver [15], [16]. Microarray technology has also been used in type 2 diabetic studies to reveal the gene expression profiles in insulin-sensitive tissues from pre-diabetic and diabetic Zucker and Goto-kakizaki rats [17], [18]. Similarly, mouse hepatic gene expression profiles by microarray analysis in diet-induced obesity and diabetes reveal a transcriptional adaptation to long-term high-fat diet, and provided potential molecular mechanisms underlying the development and maintenance of obesity and diabetes [19]. Microarray experiments using type 2 diabetic mouse model also suggest a role of hepatic lipogenic capacity in diabetes susceptibility [20]. Recently, high-throughput sequencing, as an attractive alternative to microarrays for transcriptome profiling, shows major advances in robustness, resolution and reproducibility based on its relatively unbiased and direct digital readout with sequencing by synthesis method [21], . In terms of both profiling coverage and quantitative accuracy of high-throughput sequencing, the application of this new technology in transcriptome profiling of diabetic samples is important to further understand the underlying mechanisms.

In this study, we detected gene expression profile in normal and type 2 diabetic db/db mouse liver by high-throughput sequencing, and showed the main diabetes-associated hepatic biological processes, pathways, key enzyme genes in fatty acid and glucose metabolism and potential hepatic diseases.

## Results

### High-throughput Sequencing and the Top Abundance Change and Fold Change Genes in Normal and Diabetic Mouse Liver

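Liver RNA of 9-week-old male C57BL/6 mice and male db/db mice, which lack a working leptin receptor and become obese and diabetic, was profiled with digital gene expression tags. The paper reports 12 mice per group with livers taken about 3 h into the light cycle, and its text does not state whether their RNA was pooled. The deposited labels give a C57BL/6 background for both groups. There is 1 library per group, so no difference between the libraries has a replicate check. The authors isolated poly(A) RNA, digested the cDNA with DpnII, sequenced the tags on an Illumina 1G sequencer, compared the clean tags with RefSeq and counted the tags of each gene. The deposited values are in TPM, here the tags of a gene relative to all clean tags of its library, with 0.01 TPM as the placeholder for an undetected gene. These values rise in equal steps of 0.0973 TPM in the normal library and 0.0740 TPM in the diabetic library, and 1 step is 1 read. From the steps, 10278531 clean tags were computed for the normal library and 13508232 for the diabetic library. Above the placeholder, 8513 of 8513 values of the normal library and 8536 of 8537 values of the diabetic library were whole reads. Fold changes are diabetic over normal TPM, and their 95% Clopper-Pearson intervals were computed from the reads and cover counting error only. For a gene at 3 reads or fewer in 1 library, the fold change was computed against 3 reads and is called its bound. It is a lower bound only for a gene with no read. At 2 or 3 reads, counting error could make the fold change smaller. The false discovery rate (FDR) came from a two-sided exact binomial test on the reads with Benjamini-Hochberg adjustment over all listed genes, which compares the 2 libraries and not the conditions. Since the deposited values are relative to all clean tags, results were also computed under 4 other scalings between the libraries. These scalings, to the sum of the listed genes, by trimmed mean of M values (TMM), by median ratio and by upper quartile, lowered each log2 ratio by 0.25 to 0.31.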

To survey the gene expression profile in diabetic mouse liver, high-throughput sequencing was applied in this study. Finally, we obtained over 10 and 13 million reads of high quality clean tags from 9-week-old normal and type 2 diabetic db/db mice respectively (Figure 1A). In these high quality clean tags, averagely about 91.4%, 72.9% and 41.4% reads can be mapped to annotated mouse genome, genes, and unique genes respectively (Figure 1B). 

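Of the clean tags, 3809707 in the normal library and 5993204 in the diabetic library were on the genes listed in the deposited table. The median listed gene had 71 reads in the normal library and 111 in the diabetic library. Fewer than 10 reads were counted for 391 genes in the normal library and for 97 genes in the diabetic library. A gene with no read could be present at up to 3 reads, which is 0.292 TPM in the normal library and 0.222 TPM in the diabetic library.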

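The listed genes held 37.06% of the clean tags of the normal library (95% Wilson interval, 37.04% to 37.09%) and 44.37% of those of the diabetic library (44.34% to 44.39%), on average 40.7%. In TPM, the listed genes summed to 370647 in the normal library and to 443670 in the diabetic library. The 10 most abundant genes took 18.5% of the listed reads in the normal library and 12.6% in the diabetic library. Tags that mapped to several genes or only to the genome were not analysed here.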

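In the deposited table, which holds the more abundant genes, 8513 genes had at least 1 read in the normal library and 8537 in the diabetic library, and 8499 genes were detected in both. The placeholder stood for 38 genes in the normal library and for 14 genes in the diabetic library. The lowest number of reads above the placeholder was 2 in both libraries, so a gene given here as 0 reads may have had 1 read. With more than 3 reads required, 8476 genes were detected in the normal library and 8531 in the diabetic library. At 3 reads or fewer in the normal library only were 75 genes, and 20 genes in the diabetic library only.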

Totally 12132 unique genes were detected, and 10854 and 11543 unique genes were detected and quantified from normal and diabetic samples respectively, which shared 10266 genes in common (Figure 1C). Based on the high-throughput sequencing data, the top 15 abundance change genes upregulated and downregulated respectively in diabetic mouse liver were shown in Figure 1D. 

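Genes were ranked by the difference of TPM between the libraries. The 15 largest increases were the 15 upregulated genes of Figure 1D, and the 15 largest decreases were its 15 downregulated genes. Under TMM scaling, 13 of these 15 genes remained among the 15 largest changes in each direction. At least 1.5-fold higher were 14 of the upregulated genes, the exception being Cyp2e1 with a log2 ratio of 0.25 (95% interval, 0.23 to 0.26). Under each of the 4 scalings the log2 ratio of Cyp2e1 was below 0, and it was lowest under median-ratio scaling at -0.06. At least 1.5-fold lower were 12 of the downregulated genes. Ambp was nearest to equal among the downregulated genes, with a log2 ratio of -0.27 (95% interval, -0.29 to -0.25).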

*Apoa1* encoding Apolipoprotein A-I, the major protein component of high density lipoprotein and playing an important role in lipid metabolism, *Mup3* (major urinary protein 3) and *Serpina3k* (serine (or cysteine) peptidase inhibitor, clade A, member 3K) were the top 3 abundance change genes downregulated in diabetic mouse liver (Figure 1D). 

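Apoa1 (Entrez 11806) was at 14668 TPM in the normal library and at 2875 TPM in the diabetic library, a log2 ratio of -2.35 (95% interval, -2.37 to -2.33). Mup3 (Entrez 17842) was at 9993 TPM in the normal library and at 1698 TPM in the diabetic library. Its log2 ratio was -2.56 (95% interval, -2.58 to -2.54). Serpina3k (Entrez 20714) was at 8031 and 2849.7 TPM in the normal and diabetic libraries, a log2 ratio of -1.49 (95% interval, -1.51 to -1.48). Their differences of TPM were -11793 for Apoa1, -8295 for Mup3 and -5182 for Serpina3k.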

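Sepp1 (Entrez 20363) was at 3289 TPM in the normal library and at 10422 TPM in the diabetic library, where it was the most abundant listed gene. Its log2 ratio was 1.66 (95% interval, 1.65 to 1.68). Thrsp (Entrez 21835) had 8481 reads in the normal library and 68737 in the diabetic library, which gave the highest fold change of the 3 genes, 6.17-fold (log2 ratio 2.62, 95% interval 2.59 to 2.66). Gsta3 (Entrez 14859) was at 3437 TPM and at 6556 TPM in the same order, a log2 ratio of 0.93 (95% interval, 0.91 to 0.95).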

*Sepp1* (selenoprotein P), *Thrsp* (thyroid hormone responsive SPOT14 homolog) and *Gsta3* (glutathione S-transferase, alpha 3) were the top 3 abundance change genes upregulated (Figure 1D). In addition, we showed the top 15 fold changes of genes upregulated and downregulated respectively in diabetic mouse liver in Figure 1E. 

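Of the 15 genes printed as upregulated, 14 had a value and all 14 were at least 1.5-fold higher, with a median log2 ratio of 5.58. All 15 genes printed as downregulated were at least 1.5-fold lower, with a median log2 ratio of -4.06. When all listed genes were ranked by the ratio of the deposited values, 5 of the 15 largest increases and 2 of the 15 largest decreases were genes of Figure 1E. With undetected genes set to 3 reads, these numbers were 9 and 7. Restricted to genes with a mean TPM of at least 10, a minimum chosen after the values were seen, they were 14 and 15.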

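Cyp2b9 (Entrez 13094) had 0 reads in the normal library and 4756 in the diabetic library, and was at least 1206-fold higher. Cyp2b13 (Entrez 13089) went from 0 to 617 reads and was at least 157-fold higher. Cyp2b10 (Entrez 13088) had 4 reads in the normal library and 922 in the diabetic library, a log2 ratio of 7.45 with a wide 95% interval of 6.09 to 9.33. Cyp4a14 (Entrez 13119) increased 52.6-fold from 145 to 10033 reads. Cyp17a1 (Entrez 13074) increased 43.5-fold from 27 to 1546 reads. Cyp2a22 (Entrez 233005), with 6 and 2071 reads, had a log2 ratio of 8.05 (95% interval, 6.91 to 9.48). Cyp2b22 was not analysed here. The Cyp2b genes are close paralogs, and whether or how tags common to them were counted is not stated in the text of the paper. The listed genes held 40.7% of the clean tags on average, near the paper's 41.4% on unique genes. Tags common to several genes may therefore have been left out.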

Interestingly, *Cyp2b9*, *Cyp2b13*, *Cyp2b22*, *Cyp2b10*, *Cyp4a14* and *Cyp17a1* in the superfamily of Cytochrome P450, which catalyzes the oxidation of organic substances, were in the top 15 fold change genes upregulated in diabetic mouse liver (Figure 1E). *Vdac2* (voltage-dependent anion channel 2), *Hsd3b5* (hydroxy-delta-5-steroid dehydrogenase) and *Slco1a1* (solute carrier organic anion transporter family, member 1a1) were the top 3 fold changes of downregulated genes (Figure 1E).

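Hsd3b5 (Entrez 15496) had 1061 reads in the normal library and 4 in the diabetic library, a 344-fold decrease with a log2 ratio of -8.43 (95% interval, -10.32 to -7.08). Vdac2 (Entrez 22334) had 241 reads in the normal library and 0 in the diabetic library, and was at least 106-fold lower. Slco1a1 (Entrez 28248) decreased 52.8-fold from 841 to 21 reads. With undetected and nearly undetected genes set to 3 reads, Cib3 and St3gal3 were also among the 5 largest decreases. Against 3 reads Cib3 was 80.1-fold lower, from 183 to 2 reads, which is not a lower bound. St3gal3 was at least 64.8-fold lower, from 148 to 0 reads.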

**Figure 1:**
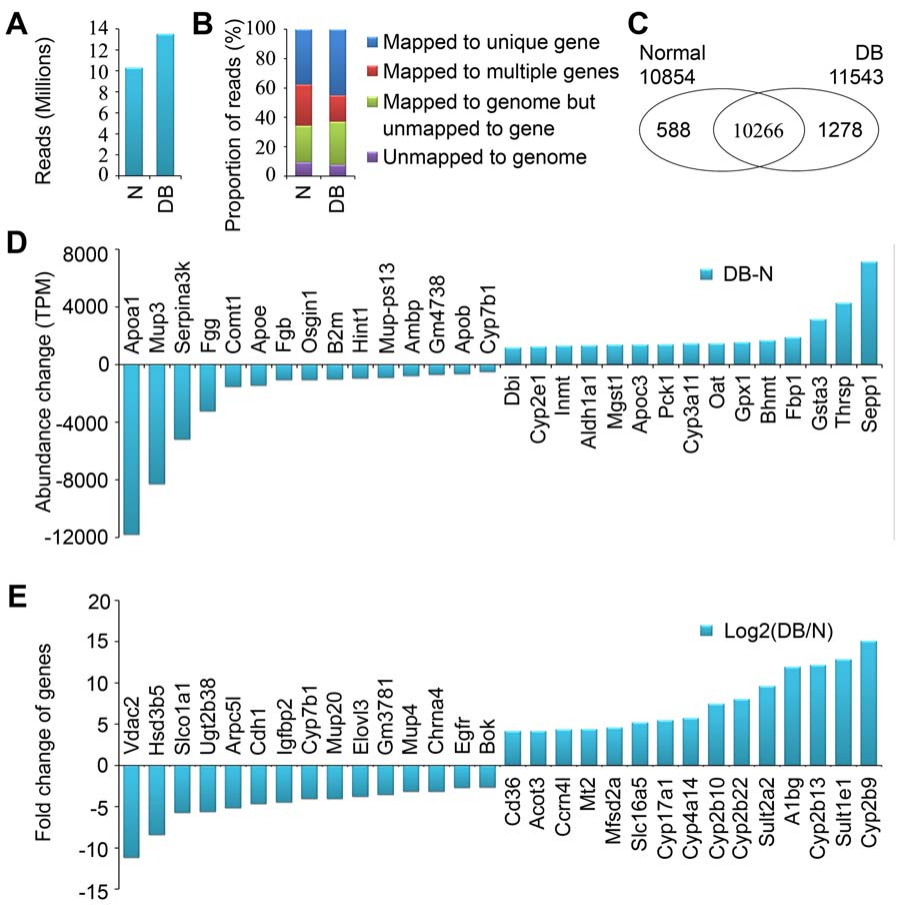
Sequencing and mapping messages of hepatic mRNA profiling of normal and diabetic mice. (A) The high-quality clean reads from high-throughput sequencing. Total liver RNA from 9-week-old normal (N) and diabetic (DB) db/db mice was used to prepare the high-throughput sequencing library. (B) The proportions of high-quality clean reads unmapped and/or mapped to unique genes, multiple genes and genome. (C) The number of genes detected in normal and diabetic mouse liver. (D) The top 15 abundance change genes downregulated or upregulated in diabetic mouse liver. (E) The top 15 fold change genes downregulated or upregulated in diabetic mouse liver.

### Differentially Expressed Genes and Clustering

Among the 10854 and 11543 unique genes detected from normal and diabetic mouse liver samples, the number of differentially expressed genes were quantified and shown in Figure S1A. To avoid the possible noise signal from high-throughput sequencing, the genes with an average transcripts per million (TPM) less than 1 were excluded. 

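The smallest mean TPM of a gene in the deposited table was 1.005, so this filter is already part of the values. Between 1 and 2 TPM on average lay 1225 genes. A mean of at least 5 TPM was reached by 5309 genes, of at least 10 TPM by 3673 genes and of at least 1000 TPM by 57 genes.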

The remained 8551 genes and their abundance were shown in Table S1, and were used to calculate the fold changes and false discovery rate (FDR). 

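Over the 8551 listed genes, 5284 were higher and 3258 lower in the diabetic library, and 9 were equal. The median log2 ratio was 0.25, the 5th percentile -1.16 and the 95th percentile 1.82. The median log2 ratio was above 0 at every level of abundance. It was 0.17 for genes with a mean of 1 to 2 TPM, 0.27 for genes with 10 to 50 TPM, and 0.47 for genes with 200 to 1000 TPM.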

In this study, the absolute fold change no less than 1.5 and FDR less than 0.001 were used to define the differentially expressed genes. According to this definition, totally 2627 genes were differentially expressed between normal and diabetic mouse liver samples (Figure S1A). 

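By the fold change alone, 4251 genes, 49.7% of the listed genes, differed at least 1.5-fold. By the exact test alone, 3212 genes had an FDR under 0.001, of which 557 differed less than 1.5-fold. Both criteria were met by 2655 genes. The 1596 genes that differed at least 1.5-fold with an FDR of 0.001 or more had a median abundance of 2.38 TPM, against 15.7 TPM for the genes that met both criteria. The exact test counts only the error of sampling tags. When a variation between samples of 20% was assumed in addition, 240 genes met both criteria, and with an assumed variation of 40% there were 25. In simulated reads both settings called 0 of 200 genes changed 3-fold, so these counts do not show how many changes are real.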

To gain insights into the 2627 differentially expressed genes in diabetic mouse liver, we divided them into 2 clusters based on upregulated and downregulated pattern in diabetic mouse liver (Figure S1B). Cluster A and Cluster B included 1933 upregulated and 694 downregulated genes in diabetic mouse liver respectively.

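Of the genes that met both criteria, 1955 were higher and 700 lower in the diabetic library, so that 73.6% were higher. By the fold change alone, 2941 genes were higher and 1310 lower, 69.2% of them higher. Under the 4 other scalings the numbers were nearly even, and between 47.3% and 52.6% of the genes that met both criteria were higher. Scaled to the sum of the listed genes, 1249 genes were higher and 1165 lower. All of the 1249 were among the 1955, and all of the 700 lower genes were still called lower. For the fold criterion both follow by construction, since this scaling lowers each log2 ratio. Under median-ratio scaling the split was 1133 higher and 1262 lower.

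**Figure D1:**
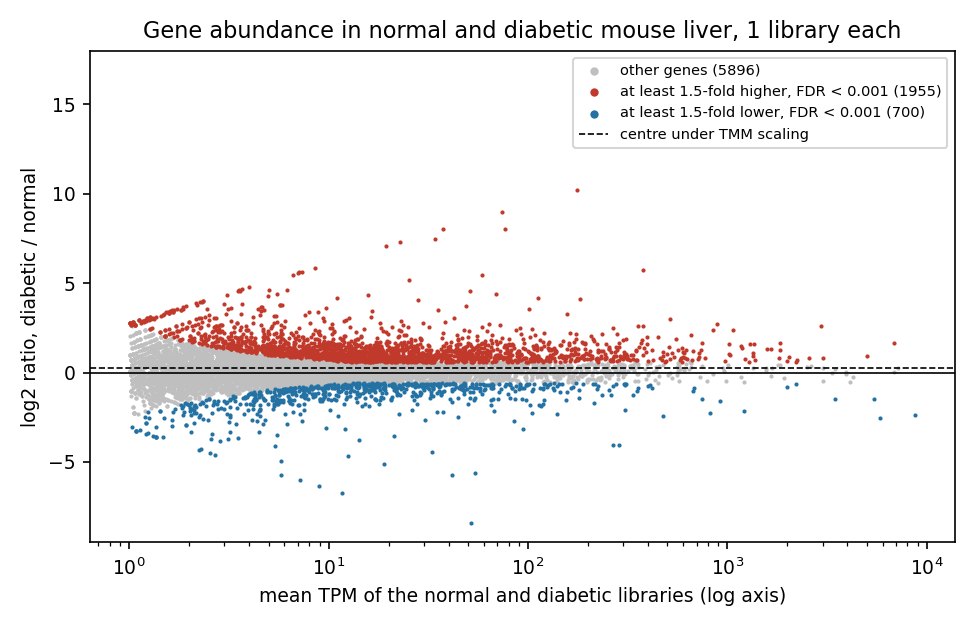
Log2 ratio of diabetic over normal TPM against mean TPM (log axis) for each listed gene, 1 point per gene and 1 library per group, with genes at 3 reads or fewer in 1 library drawn at their bound. Red points are the 1955 higher genes and blue points the 700 lower genes, and the dashed line at 0.25 is where a gene would have equal levels under TMM scaling.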

### The Main Biological Processes and Pathways Altered in Diabetic Mouse Liver

To investigate the possible biologic functions of the genes affected in diabetic mouse liver, the Cluster A and B with 1933 genes upregulated and 694 genes downregulated respectively were analyzed by Gene Ontology (Figure 2A). Cluster A genes were strongly enriched in cellular ketone and organic acid metabolic process, especially in their subprocess oxoacid metabolic process and its downstream carboxylic acid metabolic process, and even more specifically in monocarboxylic acid (Figure 2B). Moreover, lipid metabolic process and its subprocess cellular lipid metabolic process, and cofactor metabolic process and its subprocess coenzyme metabolic process were enriched in Cluster A (Figure 2B). 

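Among the listed genes, those that the paper assigns to immune pathways of KEGG (Table S2) made up 4.596%. They made up 8.14% of the differentially expressed genes that were lower in the diabetic library, 57 of 700, and 3.48% of those that were higher, 68 of 1955. Of the immune pathway genes 14.5% were lower with both criteria met, against 7.88% of the 8158 other genes. Higher with both criteria met were 17.3% of the immune pathway genes and 23.1% of the other genes. Gene Ontology enrichment was not analysed here.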

Surprisingly, Cluster B genes were mainly enriched in immune-related processes, such as adaptive immune response and lymphocyte mediated immunity, especially their downstream process B cell mediated immunity and its subprocess immunoglobulin mediated immune response (Figure 2B). These data implicate that diabetes is associated with immune response. The 2627 differentially expressed genes in diabetic mouse liver including Cluster A and Cluster B mainly enriched in metabolic processes, which is similar with Cluster A (Figure 2B). These data suggest that metabolic processes are the major processes altered in diabetic mouse liver.

**Figure 2:**
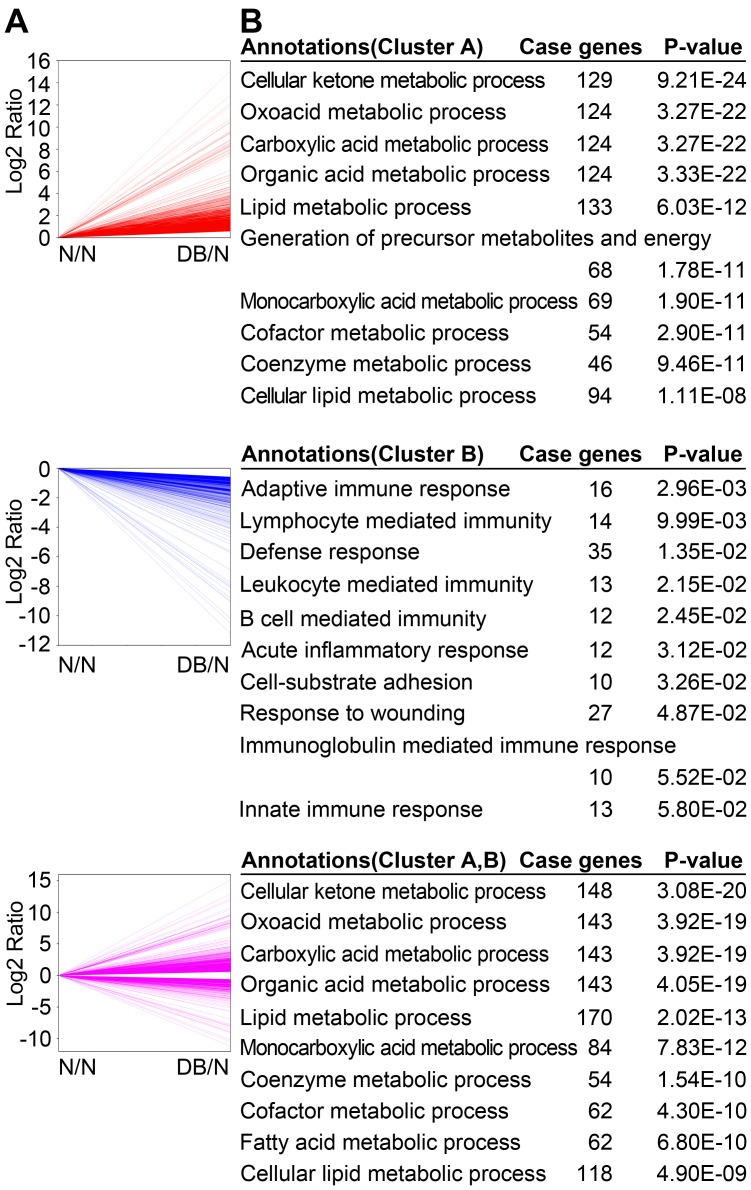
Genes and the related biological processes altered in diabetic mouse liver. (A) The 8551 selected genes as described in Figure S1A were separated into two distinct clusters according to the genes upregulated or downregulated in diabetic (DB) mouse liver compared with normal (N) control. Red lines indicate Cluster A including 1933 upregulated genes in diabetic mouse liver. Blue lines indicate Cluster B including 694 downregulated genes . Purple lines indicate the total 2627 altered genes, which include all genes in Cluster A and B. (B) The clustered genes were assigned to different biological processes based on Gene Ontology using the web tool DAVID. The top 10 biological functions and the case genes in each cluster ranked by *P*-value were listed (case genes ≥ 10).

Furthermore, KEGG pathway analysis was performed to further elucidate the biological functions of the gene clusters affected in diabetic mouse liver. The top 5 KEGG pathways significantly correlated with type 2 diabetes were shown in Table 1 with associated genes. These pathway analysis data further confirmed that metabolic pathways in liver are the main biological processes altered in diabetic mouse liver. 

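Each gene that Table 1 prints for the upregulated pathways was looked up, and all 116 were listed. At least 1.5-fold higher with an FDR under 0.001 were 115 of them, and the exception was Atp5g3 at 1.495-fold (log2 ratio 0.58, 95% interval 0.53 to 0.63). Their median log2 ratio was 1.31. By pathway, the median was 1.46 over 39 genes of drug metabolism, 1.46 over 26 genes of branched-chain amino acid degradation and 1.36 over 32 genes of xenobiotic metabolism. It was highest, 2.37, over 32 genes of retinol metabolism and lowest, 0.86, over 41 genes of oxidative phosphorylation. Under TMM scaling 94 of the 116 genes stayed at least 1.5-fold higher, and 25 of the 41 genes of oxidative phosphorylation. These genes were printed because they had passed the criteria in the same libraries, and the enrichment itself was not analysed here.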

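The paper assigns 14 genes that were lower in the diabetic library to complement and coagulation in Table 1. All 14 were at least 1.5-fold lower with an FDR under 0.001, with a median log2 ratio of -1.35. All 14 were also called lower under TMM scaling. That scaling lowers each log2 ratio, so no lower gene could leave the fold threshold. Fgg (Entrez 99571), the most abundant of them, fell from 5079 TPM to 1837 TPM. C8b (Entrez 110382) had 1487 reads in the normal library and 687 in the diabetic library, a log2 ratio of -1.51 (95% interval, -1.64 to -1.38). Closest to 1.5-fold was Serping1 (Entrez 12258), with a log2 ratio of -0.67 (95% interval, -0.78 to -0.55).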

Besides, the downregulated genes were enriched in complement and coagulation cascades and pathway in cancer, suggesting that diabetes is correlated with immunity and cancer.

**Table 1:** The associated genes in the top 5 KEGG pathways significantly altered in diabetic mouse liver.

	KEGG Pathway	
**Cluster A**Upregulated1933 genes	**Drug metabolism**	
	CYP3A25-CYP2B9-UGT2B1-GSTM5-CYP2A12-GSTM3-GSTM4-FMO1-FMO2-GSTK1-FMO3-GSTZ1-UGT2A3-GSTO1-CYP3A44-GSTA3-CYP2C55-CYP3A16-CYP3A13-LOC639023-CYP3A11-MAOB-CYP2C29-GSTT1-CYP2B13-GSTT2-CYP2B10-CYP2C50-MGST3-CYP2A22-UGT2B36-LOC100046051-AOX1-UGT2B5-CYP2A5-CYP3A59-CYP2C38-CYP2C39-MGST1 P = 1.68E-13	
	**Valine, leucine and isoleucine degradation**	
	HSD17B10-ACADSB-EHHADH-ECHS1-ACAT2-ACAT1-ALDH3A2-AUH-MCCC2-IVD-MCEE-ACAD8-HADH-HMGCL-BCKDHA-ALDH6A1-ACAA2-ACADM-ACADS-ALDH7A1-ALDH1B1-DLD-AOX1-ABAT-HIBCH-PCCA P = 5.97E-11	
	**Metabolism of xenobiotics by cytochrome P450**	
	CYP3A25-CYP2B9-UGT2B1-GSTM5-GSTM3-GSTM4-GSTK1-GSTZ1-GSTO1-UGT2A3-CYP3A44-GSTA3-CYP2C55-CYP3A16-CYP3A13-CYP1A1-LOC639023-CYP3A11-CYP2C29-GSTT1-EPHX1-CYP2B13-GSTT2-CYP2B10-CYP2C50-MGST3-UGT2B36-UGT2B5-CYP3A59-CYP2C38-CYP2C39-MGST1 P = 8.61E-11	
	**Retinol metabolism**	
	CYP3A25-CYP2B9-UGT2B1-ALDH1A1-CYP2A12-GM10774-ALDH1A7-UGT2A3-CYP3A44-CYP2C55-CYP3A16-CYP3A13-CYP1A1-LOC639023-CYP3A11-CYP2C29-CYP26A1-CYP2B13-CYP2B10-CYP2C50-CYP2A22-UGT2B36-DHRS4-DGAT1-UGT2B5-CYP2A5-CYP3A59-RDH16-CYP4A14-CYP2C38-CYP2C39-RETSAT P = 1.09E-09	
	**Oxidative phosphorylation**	
	UQCRC2-ATP5D-ATP5E-NDUFB6-UQCRC1-NDUFB9-ATP6AP1-ATP5B-COX7B-UQCRFS1-COX5A-GM10039-UQCRQ-ATP5G3-NDUFS7-ATP6V0E-GM4943-NDUFS8-COX6B1-ATP6V0D1-NDUFS2-ATP5K-NDUFS1-COX15-NDUFA2-NDUFB10-NDUFA9-NDUFA6-NDUFA7-COX4I1-NDUFA10-LHPP-ATP6V1D-NDUFV3-SDHA-ATP6V1C1-GM4459-NDUFV1-ATP6V1E1-ATP5A1-ATP6V0A2 P = 2.53E-08	
**Cluster B**Downregulated694 genes	**Complement and coagulation cascades**	
	F11-KNG2-CFB-C6-SERPING1-C1QC-PLG-C8A-C1QA-C8B-FGG-FGA-FGB-SERPINF2 P = 5.50E-04	
	**Pathways in cancer**	
	HSP90AB1-E2F3-PPARD-CDH1-NFKB2-ITGB1-CTNNB1-ITGAV-HHIP-TPR-PIK3R1-CSF1R-EGFR-BMP4-BMP2-COL4A1-HSP90AA1-RELA-SMAD4-APPL1-STK4-FZD7-FZD6-DAPK1-VEGFB-CBLC-LAMA3-PDGFRA-JAK1 P = 2.13E-03	
**Cluster A and B**2627 genes	**Drug metabolism**	P = 7.44E-12
	**Metabolism of xenobiotics by cytochrome P450**	P = 1.46E-09
	**Retinol metabolism**	P = 2.75E-09
	**Valine, leucine and isoleucine degradation**	P = 2.23E-08
	**Steroid hormone biosynthesis**	P = 2.14E-06

### The Upregulation of Key Enzyme Genes in Fatty Acid and Glucose Metabolism in Diabetic Mouse Liver

The differentially expressed genes were enriched in lipid metabolic process and fatty acid metabolic process (Figure 2), and it is well known that fatty acid metabolism is impaired in diabetic liver [12], [13]. So we analyzed the transcriptional level of enzyme genes participated in fatty acid metabolism. Schematic of three major fatty acid metabolism subprocesses including fatty acid oxidation, fatty acid synthesis and fatty acid storage were shown in Figure 3A. Surprisingly, none of these detected enzyme genes was downregulated in diabetic mouse liver, and most of the enzyme genes in fatty acid oxidation and fatty acid storage were significantly upregulated (Figure 3A–C). For example, *Cpt1a* and *Cpt2* encoding the rate-limiting enzyme carnitine-palmitoyl transferase in fatty acid oxidation were upregulated to 1.36-fold and 1.66-fold respectively in diabetic mouse liver, and *Ehhadh* encoding the key enzyme catalyzing two steps in fatty acid oxidation was increased to 3.99-fold (Figure 3B). Moreover, the enzyme genes *Elovl6*, *Scd1*, *Gpat*, *Dgat1* and *Dgat2*, encoding fatty acid storage enzymes long-chain elongase (ELOVL6), stearoyl-CoA desaturase 1 (SCD1), mitochondrial glycerol 3-phosphate acyltransferase (GPAT) and diacylglycerol acyltransferase (DGAT), were upregulated to 3.01-, 1.89-, 2.37-, 6.67- and 1.48-fold respectively (Figure 3C). 

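Of the genes that Figure 3 prints, 26 had a value, and Acot5 and Acot6 were not analysed here. At least 1.5-fold higher were 19 of the 26 genes, 18 of them with an FDR under 0.001, and 0 were at least 1.5-fold lower. Of the fatty acid oxidation genes, 15 of 19 were at least 1.5-fold higher, and of the fatty acid storage genes 4 of 5. Under median-ratio scaling, which of the 4 scalings moved these numbers most, 12 of the 19 fatty acid oxidation genes were at least 1.5-fold higher and 0 lower. Aacs and Acot11 had log2 ratios of 0.25 and 0.05, which fell below 0 under each of the 4 scalings.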

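Cpt1a (Entrez 12894) was at 41.7 TPM in the normal library and at 56.9 TPM in the diabetic library, with 429 and 769 reads. Its fold change of 1.36 (log2 ratio 0.45, 95% interval 0.28 to 0.62, exact test FDR 8.0e-07) lay under 1.5. Cpt2 (Entrez 12896) was at 386 and 643 TPM in the same order, a 1.66-fold increase (log2 ratio 0.73, 95% interval 0.68 to 0.79). Under TMM scaling the log2 ratio was 0.20 for Cpt1a and 0.48 for Cpt2, and Cpt2 was then below 1.5-fold. Ehhadh (Entrez 74147) rose from 157.5 to 628 TPM, 3.99-fold, and was 3.35-fold higher under TMM scaling.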

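Dgat1 (Entrez 13350) was at 28 reads in the normal library and at 245 in the diabetic library, a log2 ratio of 2.74 (95% interval, 2.17 to 3.35). Elovl6 (Entrez 170439) went from 40.2 to 121 TPM, a log2 ratio of 1.59 (95% interval, 1.43 to 1.75). Scd1 (Entrez 20249) went from 161 to 306 TPM, a log2 ratio of 0.92 (95% interval, 0.84 to 1.00). Gpam (Entrez 14732), the symbol under which Gpat is listed, had only 16 and 50 reads. Its log2 ratio of 1.25 had a 95% interval of 0.41 to 2.16 and an FDR of 0.0041 in the exact test. Dgat2 (Entrez 67800) was at 286 TPM and at 422 TPM, 1.48-fold higher, and its log2 ratio of 0.56 was 0.31 under TMM scaling.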

Whereas the enzyme genes involved in fatty acid synthesis, including *Acly* and *Fasn* showed no significant change (Figure 3C). These results suggest that fatty acid oxidation and storage are enhanced in 9-week-old diabetic db/db mouse liver.

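Acly (Entrez 104112) was at 225 TPM in the normal library and at 172 TPM in the diabetic library. Its log2 ratio of -0.39 (95% interval, -0.47 to -0.31) had an FDR of 3.2e-19 in the exact test but lay within 1.5-fold. Under each of the 4 scalings Acly was at least 1.5-fold lower, with a log2 ratio of -0.64 under TMM scaling. For Fasn (Entrez 14104), with 127 and 152 reads, the log2 ratio was -0.14 (95% interval, -0.48 to 0.22, exact test FDR 0.558).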

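The median log2 ratio of the 19 fatty acid oxidation genes was 1.27, above the medians of all 10000 random lists of the same size matched on mean expression (percentile 100). The typical random list had a median of 0.31. For the 5 storage genes the median was 1.25, at percentile 97.9. Relative to the typical gene, that is under TMM scaling, the medians were 1.013 for oxidation and 0.99 for storage. For all 26 genes together the median was 1.09 under the deposited values and 0.84 under TMM scaling. Under TMM scaling 17 of them were at least 1.5-fold higher. From the genes that were higher, the paper proposes that fatty acids are both oxidized and stored more in the diabetic liver.

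**Figure D2:**
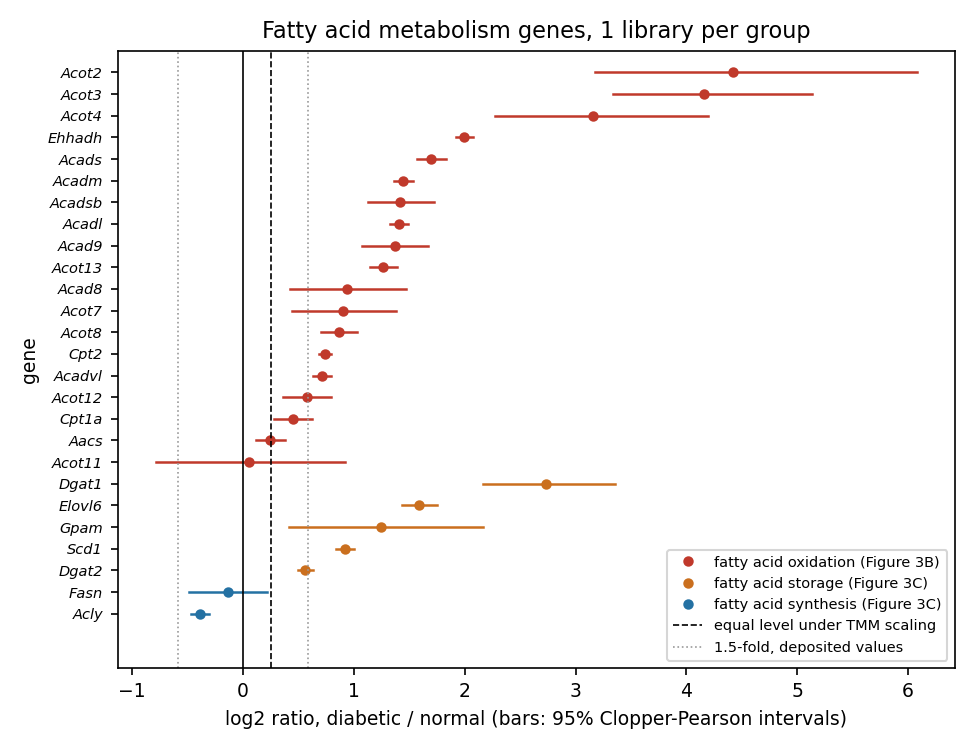
Log2 ratio of diabetic over normal TPM for the 26 fatty acid metabolism genes of Figure 3, 1 library per group, with bars for the 95% Clopper-Pearson interval from the reads. The dotted lines mark 1.5-fold and the dashed line equal levels under TMM scaling, and all oxidation and storage genes lie to the right of 0, with Aacs and Acot11 to the left of the dashed line.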

**Figure 3:**
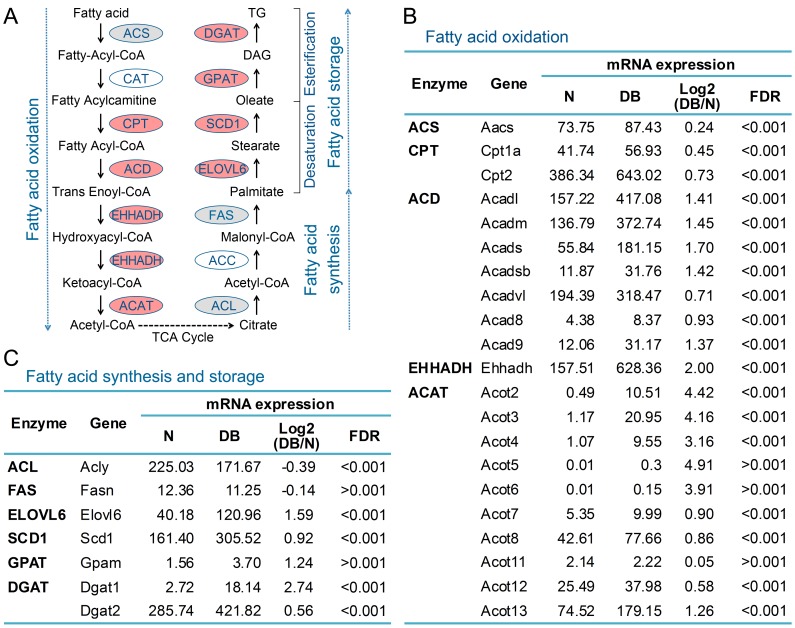
The expression of enzymes directly participated in fatty acid β-oxidation, synthesis and storage was increased or not significantly changed in diabetic mouse liver. (A) Schematic of fatty acid metabolism and the expression of enzymes directly participated in fatty acid oxidation, synthesis and storage in diabetic mouse liver. Red color represents the enzyme genes upregulated in diabetic mouse liver with fold change ≥ 1.5 and FDR < 0.001, gray color indicates no significant change, and white color indicates the genes were not detected. (B–C) The mRNA levels of the enzymes directly participated in fatty acid oxidation, synthesis and storage in normal (N) and diabetic (DB) mouse liver. ACS, acetyl-CoA synthesis; CAT, carnitine acyl transferase; CPT, carnitine palmitoyltransferase; ACD, acyl-CoA dehydrogenase; EHHADH, enoyl-CoA-hydratase/3-hydroxyacyl-CoA dehydrogenase; ACAT, acetyl-CoA acetyltransferase; ACL, ATP citrate lyase; ACC, acetyl-CoA carboxylase; FAS, fatty acid synthase; ELOVL6, long-chain elongase; SCD1, stearoyl-CoA desaturase 1; GPAT, mitochondrial glycerol 3-phosphate acyltransferase; DGAT, diacylglycerol acyltransferase.

Diabetes is featured with impaired glucose metabolism [4], [5], so we also analyzed the transcriptional level of enzyme genes participated in glucose metabolism. Schematic of four major hepatic glucose metabolism subprocesses including glycolysis, gluconeogenesis, glycogen synthesis and glycogenolysis were shown in Figure 4A and 4D. 

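Of the glycolysis genes of Figure 4B, 12 had a value, 6 were at least 1.5-fold higher and 0 were at least 1.5-fold lower, while Pfkl was not analysed here. Of the 11 gluconeogenesis genes of Figure 4C, 7 were at least 1.5-fold higher and 0 lower. Both panels were counted as printed, and Figure 4 groups Gpd1 and Gpd2 under GAPDH and Ldhd under LDH. Gpd1, Ldhd and Pgam5, with log2 ratios of 0.80, 1.43 and 1.07, are among the higher genes of both panels. Whether each printed gene belongs to these processes was not examined, and Gapdh and Ldha were not analysed here. Of the glycogen genes of Figure 4E, Ugp2 and Pygl differed by less than 1.5-fold. With genes common to these panels counted once, 8 of 18 were at least 1.5-fold higher, and 6 under each of the 4 scalings. Aldoa and Aldoc, with log2 ratios of -0.38 (95% interval, -0.55 to -0.21) and -0.35 (-0.78 to 0.08), were at least 1.5-fold lower under each of these scalings, at -0.63 and -0.60 under TMM scaling.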

Surprisingly, none of these detected enzyme genes was downregulated in diabetic mouse liver, and numerous enzyme genes in glycolysis, gluconeogenesis and glycogenolysis were significantly upregulated (Figure 4A–E). For example, *Pklr*, encoding the rate-limiting enzymes pyruvate kinase (PK) in glycolysis [24], was upregulated to 2.66-fold. 

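Pklr (Entrez 18770) was at 197 TPM in the normal library and at 526 TPM in the diabetic library, with 2027 and 7100 reads. The log2 ratio was 1.41 (95% interval, 1.34 to 1.49) and was lowest, 1.11, under median-ratio scaling.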

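Fbp1 (Entrez 14121) was at 899.8 TPM in the normal library and at 2782 TPM in the diabetic library, a log2 ratio of 1.63 (95% interval, 1.60 to 1.66). Pck1 (Entrez 18534) had 6864 and 27654 reads, a log2 ratio of 1.62 (95% interval, 1.58 to 1.65). Both genes were also among the 15 largest increases of TPM. G6pc (Entrez 14377), with 480 and 613 reads, was nearly equal in the 2 libraries (log2 ratio -0.04, 95% interval -0.22 to 0.13, exact test FDR 0.726).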

Meanwhile, both *Fbp1* and *Pck1*, encoding the rate-limiting enzymes FBPase and phosphoenolpyruvate carboxykinase (PEPCK) in gluconeogenesis pathway were upregulated to 3.09- and 3.06-fold respectively. The role of glycogen metabolism is to maintain blood-glucose levels through glycogenesis and glycogenolysis [25]. We found that *Pygl*, encoding the rate-limiting enzyme glycogen phosphorylase in glycogenolysis, was significantly upregulated to 1.49-fold (Figure 4D,E). These results suggest that glycolysis, gluconeogenesis and glycogenolysis are enhanced in 9-week-old diabetic db/db mouse liver.

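Pygl (Entrez 110095) was at 278 TPM in the normal library and at 414 TPM in the diabetic library. The log2 ratio was 0.58 (95% interval, 0.51 to 0.64, exact test FDR 1.5e-68), 1.49-fold. Under TMM scaling it was 0.32. Ugp2 (Entrez 216558), of glycogen synthesis, had 2624 and 4698 reads and a log2 ratio of 0.45 (95% interval, 0.38 to 0.52).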

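The median log2 ratio was 0.60 for the glycolysis genes, at percentile 84.4 of the matched random lists, and 0.80 for the gluconeogenesis genes, at percentile 94.96. Over all 18 genes it was 0.51, at percentile 76.6, and 0.26 under TMM scaling. Highest were Fbp1, Pck1, Ldhd and Pklr, and the 2 lowest were Aldoa and Aldoc. From the key enzyme genes that rose in each process, the paper proposes that glycolysis, gluconeogenesis and glycogenolysis all run at a higher level in the diabetic liver.

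**Figure D3:**
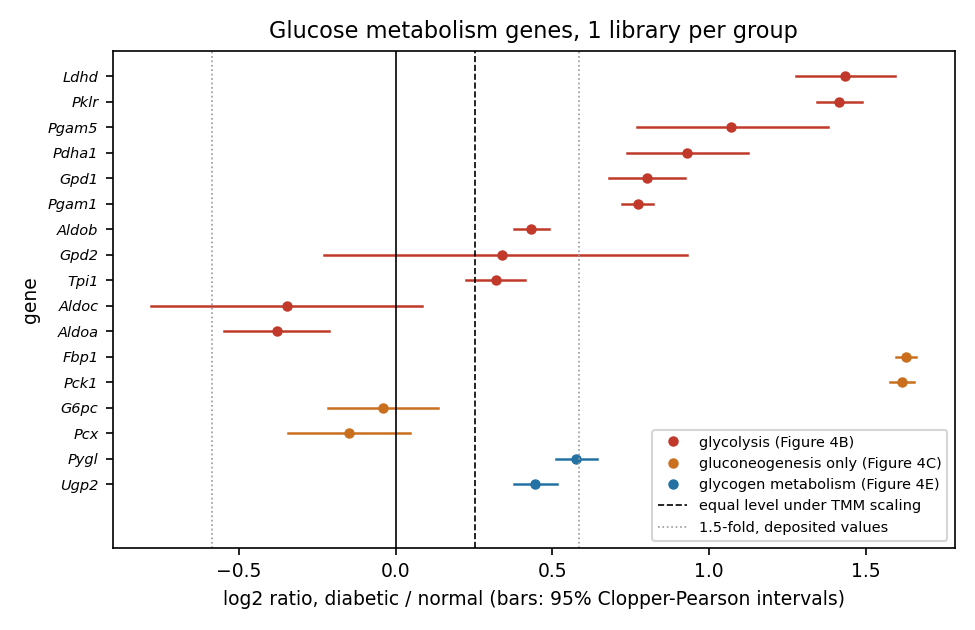
Log2 ratio of diabetic over normal TPM for 17 glucose metabolism genes of Figure 4, 1 library per group, with bars for the 95% Clopper-Pearson interval from the reads. Genes common to glycolysis and gluconeogenesis are drawn once, with glycolysis. The dotted lines mark 1.5-fold, and Aldoa and Aldoc lie to the left of 0 and more than 1.5-fold from the dashed line of equal levels under TMM scaling.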

**Figure 4:**
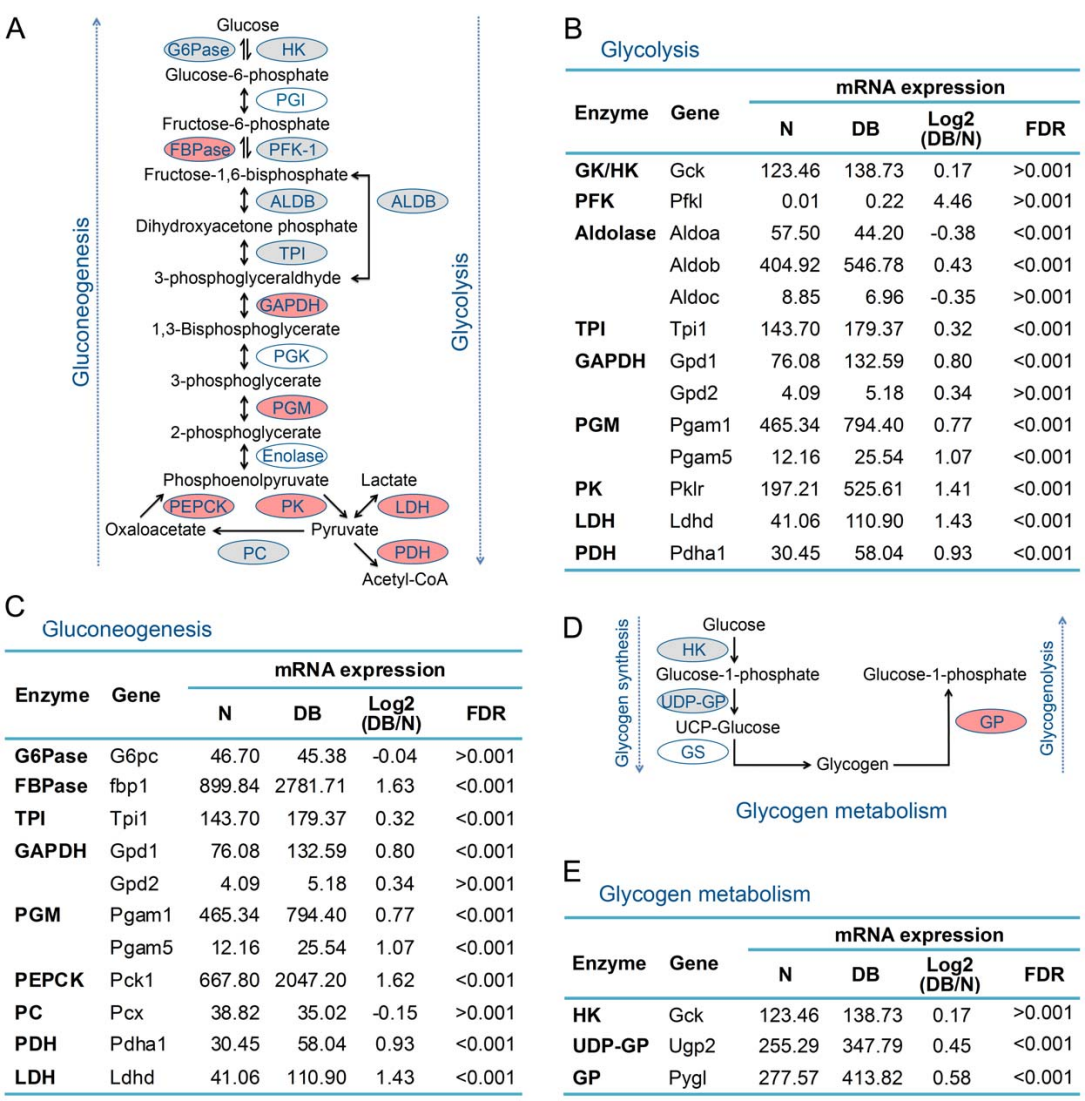
The expression of enzymes directly participated in gluconeogenesis, glycolysis and glycogen metabolism was increased or not significantly changed in diabetic mouse liver. (A, D) Schematic of gluconeogenesis, glycolysis and glycogen metabolism, and the expression of enzymes directly participated in these processes of diabetic mouse liver. The key enzymes include HK, PFK-1 and PK for glycolysis, G6Pase, FBPase and PEPCK for gluconeogenesis, HK, UDP-GP and GS for glycogen synthesis, and GP for glycogenolysis. Red color represents the upregulated genes in diabetic mouse liver with fold change ≥ 1.5 and FDR < 0.001, gray color indicates no significant change, and white color indicates the genes were not detected. (B, C and E) The mRNA levels of the enzymes directly participated in glycolysis, gluconeogenesis and glycogen metabolism in normal (N) and diabetic (DB) mouse liver. HK, hexokinase; PGI, Phosphoglucoisomerase; PFK-1, phosphofructokinase; ALDB, aldolase; TPI, triose phosphate isomerase; GAPDH, Glyceraldehyde 3-phosphate dehydrogenase; PGK, phosphoglycerokinase; PGM, phosphoglyceromutase; PK, pyruvate kinase; LDH, lactate dehydrogenase; PDH, pyruvate dehydrogenase; PC, pyruvate carboxylase; G6Pase, Glucose-6-Phosphatase; FBPase, Fructose 1,6-bisphosphatase; PEPCK, Phosphoenolpyruvate carboxykinase; UDP-GP, Uridine diphosphoglucose pyrophosphorylase; GS, Glycogen Synthase; GP, Glycogen Phosphorylase.

Taken together, these results suggest that fatty acid and glucose metabolism are markedly enhanced in 9-week-old diabetic db/db mouse liver.

### An overview for the Alteration of Key Genes Involved in Fatty Acid and Glucose Metabolism in Diabetic Mouse Liver

To further elucidate the change of fatty acid and glucose metabolism in diabetic mouse liver, we analyzed more related biological processes and signaling pathways. As shown in Figure 5, besides fatty acid oxidation, synthesis and storage, glycolysis, gluconeogenesis, glycogen synthesis and glycogenolysis, fatty acid and glucose transport and PPAR/RXR signaling were also analyzed and integrated into the schematic of fatty acid and glucose metabolism network in the diabetic mouse liver. 

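Cd36 (Entrez 12491) was at 12.1 TPM in the normal library and at 213 TPM in the diabetic library, with 124 and 2883 reads and a log2 ratio of 4.15 (95% interval, 3.89 to 4.42). Slc27a2 (Entrez 26458), with 5475 and 10448 reads, was 1.45-fold higher, a log2 ratio of 0.54 (95% interval, 0.49 to 0.59) that was 0.29 under TMM scaling.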

Consistent with the expected enhanced fatty acid metabolism in the diabetic mouse liver, we found that the mRNA levels of fatty acid translocase CD36 (*Cd36*) and fatty acid transport protein FATP2 (*Slc27a2*) were increased to 17.7-fold and 1.45-fold respectively (Table S1), suggesting enhanced fatty acid transport in the diabetic mouse liver (Figure 5). The expected enhanced fatty acid transport is consistent with the increased expression of enzyme genes in fatty acid storage (Figure 5) [12], [26]. It is reported that hepatic fatty acid stimulates PPAR/RXR signaling pathway, which can induce transcription of genes responsible for fatty acid β-oxidation [27], [28]. Consistently, we showed that *PPARα* in the diabetic mouse liver was elevated to 2.24-fold accompanied with increased expression of key enzyme genes *Cpt2* and *Ehhadh* in fatty acid β-oxidation, suggesting enhanced fatty acid oxidation in the diabetic mouse liver (Figure 5 and Table S1). 

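Ppara (Entrez 19013) was at 36.6 TPM in the normal library and at 82.1 TPM in the diabetic library. With 376 and 1109 reads its log2 ratio was 1.17 (95% interval, 1.00 to 1.34), and 0.91 under TMM scaling. Of the RXR genes, Rxrb had 49 and 57 reads (log2 ratio -0.18, exact test FDR 0.641) and Rxrg 31 and 104 reads (log2 ratio 1.35, exact test FDR 4.7e-06). Rxra was not analysed here.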

Fatty acid oxidation has been reported to stimulate gluconeogenesis and suppress glycolysis [29]. Gluconeogenesis is expected to be upregulated due to the increased expression of the two key enzyme genes *Fbp1* and *Pck1*, however glycolysis is also expected to be increased based on the markedly increased expression of the rate-limiting enzyme gene *Pklr* (Figure 5). The enhanced glycolysis might be associated with the increased glucose transport, which can be expected from the markedly increased the mRNA level of glucose transporter Glut2 (*Slc2a2*) to 3.11-fold (Table S1). In addition, the expression of *Pygl*, encoding the rate-limiting enzyme glycogen phosphorylase in glycogenolysis was significantly upregulated, suggesting increased glycogenolysis (Figure 5). 

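Slc2a2 (Entrez 20526) was at 77.6 TPM in the normal library and at 242 TPM in the diabetic library, with 798 and 3263 reads. Its log2 ratio was 1.64 (95% interval, 1.53 to 1.75), and 1.39 under TMM scaling.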

Taken together, Figure 5 provides an overview of the gene nodes involved in fatty acid and glucose metabolism and their alteration in 9-week-old diabetic db/db mouse liver.

**Figure 5:**
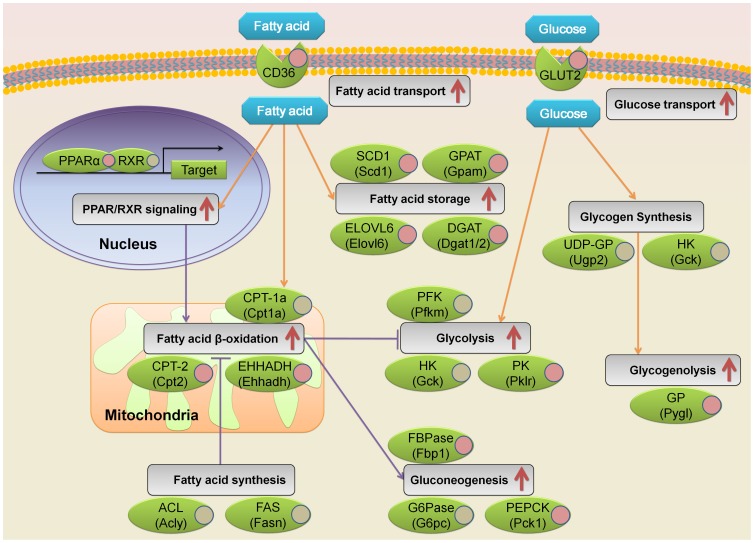
An overview of the key fatty acid and glucose metabolic gene nodes and their alteration in the 9-week-old diabetic db/db mouse liver. The gene nodes and their interactions were obtained from literatures, and the alteration of gene expression was from Table S1. Orange arrows indicate the metabolic flux of glucose and fatty acid. Purple arrows indicate the interaction between different metabolic processes and the indicated signaling pathway. Red arrows show that the indicated process and pathway are expected to be upregulated in diabetic mouse liver based on the detected mRNA levels. Red and gray circles labeled on each gene indicate the genes are upregulated and unaffected in diabetic mouse liver respectively. CD36, fatty acid translocase; GLUT2, glucose transporter 2.

### The Potential Relationship of Diabetes with Immunity and Cancer

As shown in Figure 2, the upregulated genes were mainly enriched in metabolic processes, whereas surprisingly the downregulated genes were mainly enriched in immune-related processes. It is well known that inflammation is one of the important factors leads to diabetes [30], [31]. However, the potential relationship of other immunological processes with diabetes is still largely unknown. 

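For each immune pathway of KEGG, the genes that the paper lists in Table S2 were looked up in the deposited values. Of the 533 genes of the 15 pathways, each counted once, 393 had a value, and the other 140 have a mean TPM under 1 in Table S2. The number of genes with a value ranged from 13 for the intestinal immune network for IgA production to 83 for chemokine signaling.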

Here we systematically analyzed the genes in all 15 KEGG pathways in immune system. All the detected genes in the 15 KEGG immunological pathways were shown in Table S2. 

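At least 1.5-fold higher were 109 of these genes and at least 1.5-fold lower 85, and with an FDR under 0.001 in addition 68 and 57. Under median-ratio scaling 65 genes were at least 1.5-fold higher and 132 lower. In 12 of the 15 pathways more genes were higher than lower under the deposited values. Complement and coagulation cascades had 8 higher and 18 lower genes, and leukocyte transendothelial migration 8 higher and 16 lower genes. The number was even, 8 and 8, for antigen processing and presentation.

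**Figure D4:**
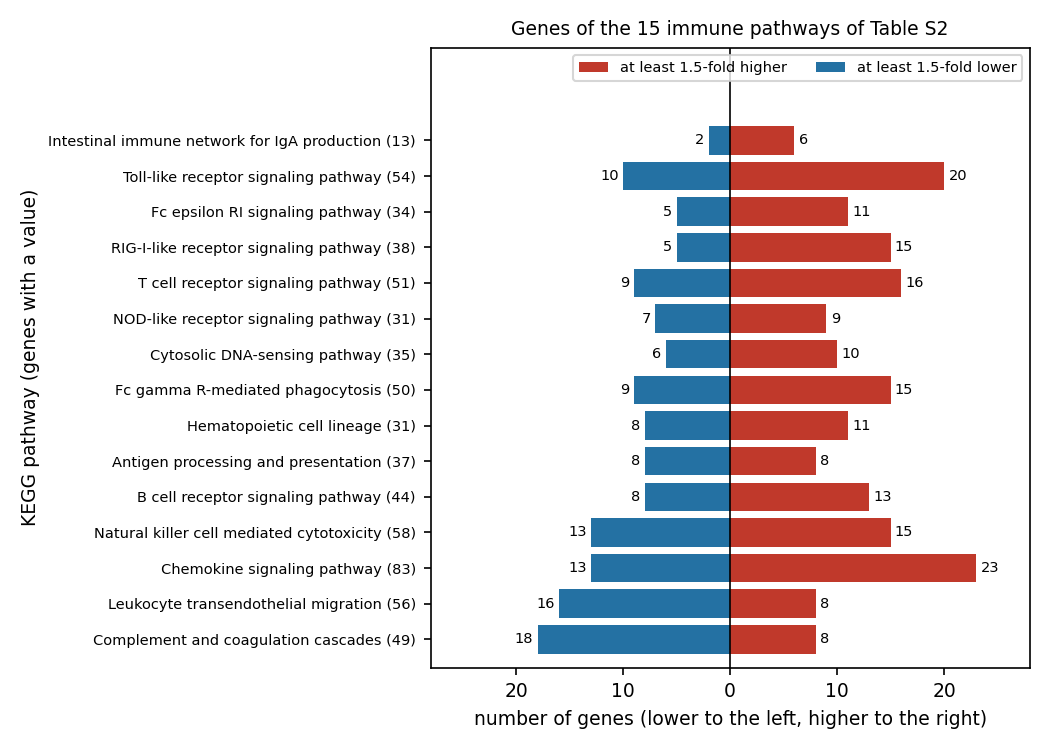
Number of genes at least 1.5-fold higher (red, to the right) and at least 1.5-fold lower (blue, to the left) in the diabetic library for each of the 15 immune pathways of Table S2, with the number of genes with a value in parentheses, deposited values, 1 library per group. A gene can belong to several pathways, and complement and leukocyte transendothelial migration are the 2 pathways with more lower than higher genes.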

Notably, for the genes with an average expression level over 5 TPM in normal and diabetic mouse livers, *Asap1* (ArfGAP with SH3 domain, ankyrin repeat and PH domain1), *Cd1d1* (CD1d1 antigen), *Cd36* (CD36 antigen), *Cfd* (complement factor D), *Dntt* (deoxynucleotidyltransferase, terminal), *H2-Q1* (histocompatibility 2, Q region locus 1) and *Zap70* (zeta-chain (TCR) associated protein kinase) in various immunological pathways were increased to over 3-fold, and *Arpc5l* (actin related protein 2/3 complex, subunit 5-like), *C1qa* (complement component 1, q subcomponent, alpha polypeptide), *C1qc* (complement component 1, q subcomponent, C chain), *C6* (complement component 6), *Cldn1* (claudin 1), *Gsn* (gelsolin), *Hspa4* (heat shock protein 4) and *Il1r1* (interleukin 1 receptor, type I) decreased to over 3-fold (Table S2). These data suggest that besides inflammatory signaling, other hepatic immune related pathways are also correlated with type 2 diabetes.

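A mean of over 5 TPM was reached by 260 of the immune pathway genes. At least 3-fold higher were 7 of them and at least 3-fold lower 8, the same genes that the paper names. Cd1d1 (Entrez 12479) was the most abundant of the higher genes, with 1062 and 6148 reads and a log2 ratio of 2.14 (95% interval, 2.04 to 2.23). Cfd (Entrez 11537) had only 5 reads in the normal library and 160 in the diabetic library, so that its log2 ratio of 4.59 had a 95% interval of 3.35 to 6.25. Zap70 rose from 63 to 481 reads, H2-Q1 from 28 to 194 and Dntt from 20 to 121. Asap1 was 3.74-fold higher. H2-Q1 belongs to a family of similar genes, and tags common to them may have been left out or divided. Of the lower genes, Arpc5l fell most, from 377 to 14 reads (log2 ratio -5.14, 95% interval -6.03 to -4.38). Cldn1, C6, Il1r1 and C1qa had 1778 to 2392 reads in the normal library and log2 ratios of -2.34, -2.24, -1.84 and -1.80. Hspa4, C1qc and Gsn had 113, 114 and 144 reads in the normal library and log2 ratios of -1.82, -1.80 and -1.61. Under TMM scaling the 7 genes stayed at least 1.5-fold higher and the 8 genes at least 1.5-fold lower. For the 8 genes this follows by construction, since TMM scaling lowers each log2 ratio.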

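The median log2 ratio of the 393 immune pathway genes was 0.11, against 0.27 for the typical matched random list (percentile 0.05). Under the deposited values it was below 0 for 2 of the pathways, at -0.24 for both complement and coagulation cascades (percentile 0) and leukocyte transendothelial migration (percentile 0.02). For the toll-like receptor pathway it was 0.43, at percentile 91.0. The number of medians below 0 depends on the scaling. TMM scaling lowers each log2 ratio by 0.25, which puts further pathways below 0, such as chemokine signaling with a deposited median of 0.04. From the immune genes that rose and fell across these pathways, the paper proposes that hepatic immune pathways other than inflammatory signaling are also tied to type 2 diabetes.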

Moreover, according to KEGG analysis in Table 1, the genes downregulated in the diabetic mouse livers were also enriched in pathways in cancer, suggesting that diabetes is correlated with cancer.

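The 29 genes that Table 1 prints for pathways in cancer were all at least 1.5-fold lower with an FDR under 0.001, with a median log2 ratio of -1.10. Under TMM scaling all 29 stayed at least 1.5-fold lower, at a median of -1.35. This follows by construction, since TMM scaling lowers each log2 ratio. Cdh1 (Entrez 12550) fell most, from 248 to 13 reads, a log2 ratio of -4.65 (95% interval, -5.58 to -3.85). Lama3 had 45 reads in the normal library and 3 in the diabetic library, and was 19.7-fold lower, an estimate and not a lower bound. Egfr (Entrez 13649) fell from 147 to 22.6 TPM, and Ctnnb1 (Entrez 12387) was closest to 1.5-fold with a log2 ratio of -0.60 (95% interval, -0.70 to -0.50).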

To further elucidate the correlations between diabetes and hepatic diseases, we assigned the differentially expressed genes in the diabetic mouse liver to different diseases using web tool FunDO. 

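Of the differentially expressed genes, 35 that the paper assigns to liver cancer had a value, and 23 of these were higher and 12 lower in the diabetic library. Among them were Apoa1, Gstm3 and Aldh1a1. Of 7 genes assigned to hepatitis, 4 were higher and 3 lower. Each met the fold and FDR criteria. Under TMM scaling, 19 liver cancer genes were at least 1.5-fold higher and 12 lower, and for hepatitis 2 were higher and 3 lower. The enrichment for diseases was not analysed here.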

As shown in Figure 6, 2627 differentially expressed genes were mainly related with liver cancer, hepatitis, liver disease, adenovirus infection and liver tumor. These results are in line with the correlation of diabetes with immunity and cancer [30], [31], [32].

**Figure 6:**
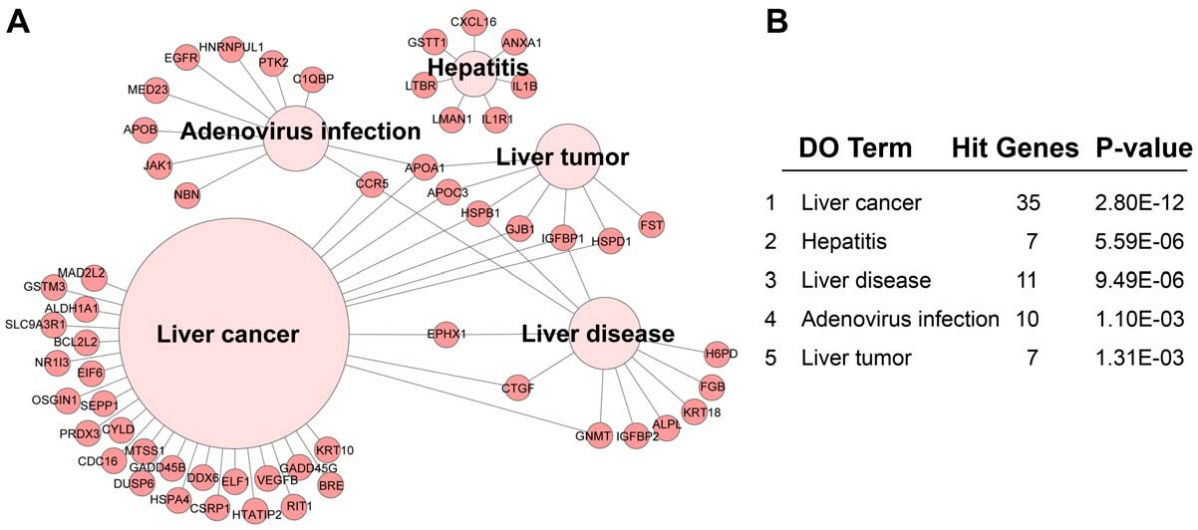
Diabetes is correlated with different liver diseases at a transcriptional view. (A) The map of top 5 liver diseases enriched with the genes altered in 9-week-old db/db mouse liver. 2627 altered genes were assigned to different diseases using the web tool FunDO. The sizes of the disease nodes are proportional to the number of enriched genes. (B) The number of hit genes and *P*-value of the top 5 enriched liver diseases in (A).

## Discussion

This study provides the gene expression profile data of type 2 diabetic mouse liver by high-throughput sequencing, and demonstrates the main biological processes, pathways, fatty acid and glucose metabolism related key enzyme genes and liver diseases correlated with type 2 diabetes. Type 2 diabetes is mainly correlated with the hepatic metabolic processes, especially fatty acid and glucose metabolism, and is also correlated cancer and immune-related liver diseases. These results should be helpful for further understanding the metabolic changes in type 2 diabetic liver and the correlation of diabetes with hepatic cancer and immunity.

High-throughput RNA sequencing approach to measure gene expression levels greatly increases our ability to quantitatively detect mRNA level in an relatively unbiased way [22]. With this technology, we showed the top 15 abundance change genes upregulated or downregulated, and the top 15 fold change genes increased or decreased in Figure 1. To our knowledge, there is no published paper comparing the hepatic gene expression profile of wild type and db/db mice using microarray data, so we briefly compared our data with the reported microarray data from 10-week-old diabetic ob/ob mice [33]. Among the top 15 abundance change genes upregulated or downregulated, almost all these genes increased or decreased similarly, except *Pck1* encoding PEPCK, a key enzyme in gluconeogenesis. It has been reported that *Pck1* mRNA level was increased in diabetic liver [20], [34], which is in line with our data. Moreover, we found that some genes such as *Comt1*, *Osgin1*, *Mup-ps13* and *Gm4738* at a relatively high abundance were quantified in this study but not found in the previous microarray data [33]. 

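Comt1 (Entrez 12846) was at 1975 TPM in the normal library and at 439 TPM in the diabetic library, a log2 ratio of -2.17 (95% interval, -2.21 to -2.13). Osgin1 (Entrez 71839) had 13936 and 3839 reads, a log2 ratio of -2.25 (95% interval, -2.31 to -2.20).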

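Mup-ps13 (Entrez 621093), a member of the Mup family by its symbol, was at 1382 TPM in the normal library and at 462 TPM in the diabetic library. Its log2 ratio was -1.58 (95% interval, -1.62 to -1.54). Gm4738 (Entrez 13909) had 11264 and 5266 reads, a log2 ratio of -1.49 (95% interval, -1.54 to -1.44).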

Interestingly, we also found a few largely unknown and markedly differentially expressed genes including *Mup-ps13* and *Gm4738*, and the role of these genes in liver is yet to be elucidated. Similar with the top abundance change genes, the change trend of top 15 fold change genes in our observation is the same as previous microarray data [33]. 

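Sult1e1 (Entrez 20860) had 0 reads in the normal library and 1015 in the diabetic library, and was at least 257-fold higher. Sult2a2, another sulfotransferase gene, had 2 and 2000 reads and was at least 507-fold higher.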

Among the top 15 fold change genes upregulated or downregulated by diabetes, 15 genes were clustered in metabolic process, such as *Cyp2b9*, *Sult1e1*, *Hsd3b5* and *Cyp2b13*. 

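A1bg (Entrez 117586) had 0 reads in the normal library and 525 reads, or 38.9 TPM, in the diabetic library, and was at least 133-fold higher. Under TMM scaling its bound on the log2 scale was 6.80 in place of 7.06.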

Among the other 15 genes not in metabolic process, *Vdac2* has been reported to inhibit mitochondrial apoptosis [35], and *A1bg* is specifically expressed in liver as shown in BioGPS (http:// biogps.gnf.org). However, the role of *Vdac2* and *A1bg* in glucose and lipid metabolism is yet to be elucidated. Future studies focused on these markedly differentially expressed hepatic genes with largely unknown effects on glucose and lipid metabolism will provide new insights into the molecular basis of type 2 diabetes.

The role of hepatic fatty acid oxidation in diabetes is complicate. Metformin, a widely used drug for type 2 diabetes, activates AMPK, induces fatty acid oxidation and inhibits lipogenesis [36]. The increased fatty acid oxidation in mice with *Acc2* deficiency prevented the onset of type 2 diabetes [37]. However, fatty acid oxidation inhibitors have been considered to treat type 2 diabetes [38]. It has been reported that increased hepatic fatty acid oxidation can enhance gluconeogenesis, and thus stimulates hepatic glucose production [38]. In this study, we found that most of the hepatic enzyme genes in fatty acid oxidation were significantly upregulated (Figure 3A,B), which is consistent with the increased expression of the gluconeogenesis enzyme genes (Figure 4A,C). The dual role of hepatic fatty acid oxidation might be based on the balance of reducing free fatty acid level and stimulating hepatic glucose production by enhancing gluconeogenesis. In addition, consistent with previous reports [39], [40], the fatty acid storage enzyme genes *Elovl6*, *Scd1*, *Gpat*, *Dgat1* and *Dgat2* were markedly upregulated. Taken together, our results suggest that fatty acid metabolism is markedly enhanced in 9-week-old diabetic db/db mouse liver, implicating the diabetic mouse liver is working hard on fatty acid homeostasis and trying to solve the problem of impaired fatty acid and glucose metabolism.

It has been reported that the rate of hepatic gluconeogenesis in diabetes is elevated, [41], [42], [43]. Consistent with the previous reports, here we also found that the mRNA levels of rate-limiting enzymes FBPase and PEPCK in gluconeogenesis pathway were upregulated (Figure 4C). In glycolysis pathway, it is reported that the pyruvate kinase, glucokinase and phosphofructokinase (PFK) enzyme activities and the pyruvate kinase and glucokinase mRNA levels are decreased in diabetic liver [41]. 

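The phosphofructokinase gene Pfkm (Entrez 18642) had 103 reads in the normal library and 172 in the diabetic library, a log2 ratio of 0.35 (95% interval, -0.02 to 0.71, exact test FDR 0.097). Figure 4B prints a different gene, Pfkl, which was not analysed here, so the Pfkm value is no check of it.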

Interestingly, in this study we found that the mRNA levels of glucokinase and phosphofructokinase were not significantly altered in diabetic liver, and the mRNA level of pyruvate kinase even increased (Figure 4B). The decrease of phosphofructokinase activity in diabetic rat liver is resulted from accelerated protein degradation rate while the synthetic rate remains nearly normal [44], which is consistent with no significant change of phosphofructokinase mRNA level in diabetic mouse liver in our study. The increased mRNA level of pyruvate kinase and unchanged mRNA level of glucokinase observed in this study implicate that the liver of 9-week-old db/db mice at a relative early stage of diabetes might be able to enhance glycolysis to reduce glucose level [45], [46], [47]. About 90% increase of hepatic glucose production in type 2 diabetic subjects is accounted by accelerated gluconeogenesis [42]. The remaining about 10% increase of hepatic glucose production in type 2 diabetic subjects is likely mainly contributed by slightly increased glycogenolysis [42], which is consistent with nearly 50% mRNA-level increase of glycogen phosphorylase (Figure 4E), the key enzyme of glycogenolysis [48]. Taken together, our data implicate that although glycolysis was enhanced to consume more glucose, gluconeogenesis and glycogenolysis were also accelerated to produce more glucose (Figure 5). Thus the 9-week-old diabetic db/db mouse liver had limited effect to improve blood glucose levels, although it showed accelerated glucose metabolism.

Inflammation is considered as one of the important factors causing the development of type 2 diabetes [49], [50], [51]. Similarly, we also found many immune-related genes were markedly changed in type 2 diabetic mouse liver (Table S2). To our surprise, genes downregulated in diabetic mouse liver were mainly enriched in immune-related processes, such as adaptive immune response and lymphocyte mediated immunity (Figure 2B). These findings suggest that type 2 diabetes is associated with altered hepatic immune response. Consistently, it is reported that the frequency of hepatitis B and C virus infection is increased in type 2 diabetic patients [52], [53], [54], which is also in line with the association of hepatitis with type 2 diabetes (Figure 6). These findings suggest that the alteration of immune-related genes observed in this study may facilitate the infection of hepatitis B and C virus. Moreover, it has been reported that the liver has immune-related functions, such as removal of pathogens and antigens, which requires a local immune response [55], [56]. Sinusoidal endothelial cells and Kupffer cells in liver can directly interact with passenger leukocytes, and should be involved in the local immune response. Selective disruption of hepatic resident macrophages, Kupffer cells, has been shown to be sufficient to improve hepatic insulin sensitivity in high-fat diet model [57], [58]. These previous findings suggest that the downregulated immune-related genes observed in our study might play important roles in Kupffer cells or other hepatic immune response cells in response to the development of diabetes. Future studies focused on these downregulated immune-related genes such as in Kupffer cells might provide new insights for the development of hepatic insulin resistance and type 2 diabetes.

Epidemiological studies clearly indicate that the risk of several types of cancer including liver cancer, is increased in diabetic patients [59], [60], [61]. The possible biologic links between diabetes and cancer risk include hyperinsulinemia, hyperglycemia or chronic inflammation, but the underlying molecular mechanisms are still largely unknown [59]. In this study, analysis of the hepatic gene expression pattern by Fundo also suggests that type 2 diabetes is highly associated with liver cancer (Figure 6). Moreover, our study provides the genes affected by type 2 diabetes and associated with liver cancer (Figure 6). Future studies focused on these candidate genes might shed new light on the molecular mechanisms for the high risk of liver cancer in diabetic patients.

Taken together, this study shows the quantitative gene expression profile and the alteration of biological processes, pathways, and key enzyme genes in fatty acid and glucose metabolism in type 2 diabetic mouse liver. Moreover, we found that hepatic local immune response and liver cancer are associated with type 2 diabetes. These findings provide new insights for the alteration of hepatic fatty acid and glucose metabolism and involvement of hepatic immunity in the development of type 2 diabetes.

## Materials and Methods

### Animal Experiments

All animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the Institute for Nutritional Sciences (Protocol number 2007-AN-9). C57BL/6 male mice and diabetic db/db male mice at the age of 7 weeks obtained from SLAC (Shanghai, China) and Model Animal Research Center of Nanjing University (Nanjing, China) were divided into two groups for 12 mice per group, and were allowed to have access to water and chow diets *ad libitum*. About 3 h after the beginning of light cycle, 9-week-old mice were sacrificed, and the livers were immediately collected and snap-frozen in liquid nitrogen.

### Sample Preparation and Solexa Library Construction

Liver samples were ground in liquid nitrogen, and total RNA was extracted with Trizol reagent (Invitrogen). The integrity of total RNA was evaluated using an Agilent Bioanalyzer 2100. Solexa libraries were constructed following the manufacturer’s standard according to the schematic as described previously [62].

### Solexa Sequencing and Data Analysis

The image files obtained from Illumina 1G sequencer were processed to produce sequence data. Then the high-quality reads were screened from the original raw data, and the adaptors were removed from each sequence. Subsequently, high quality clean tags were compared with RefSeq database and the expression level of each gene was normalized to transcripts per million (TPM). The raw data and the processed gene expression data were deposited in GEO with a series number GSE43314, including GSM1060446 and GSM1060447 for normal and diabetic mouse liver respectively. The significance of digital gene expression profiles was analyzed as described previously [63]. The differentially expressed genes were classified into upregulated and downregulated groups as Cluster A and B respectively, and then the expression pattern of these genes was visualized using the heat-map function in the R base package [64].

### Biological Process and Pathway Analysis

The clustered genes were assigned to biological processes based on Gene Ontology using the web tool DAVID (http://david.abcc.ncifcrf.gov/home.jsp) [65], [66]. Hypergeometric test was used to select the enriched biological process in Gene Ontology for each cluster. The pathways associated with these gene clusters were analyzed by KEGG (www.genome.jp/kegg/pathway.html) [67].

### FunDo Analysis

To study the correlation of disease and gene expression change, the differentially expressed genes in db/db mouse liver were assigned to different diseases based on Disease Ontology and peer-reviewed evidence from GeneRIF using the web tool FunDO (http://django.nubic.northwestern.edu/fundo/) [68]. Then the gene-disease interaction networks were visualized by Cytoscape v2.6.2 [69].

## Supporting Information

Figure S1 **Genes differentially expressed in normal and diabetic mouse liver.** (A) 8551 genes with average TPM no less than 1 in normal and diabetic mouse liver were selected to analyze the gene expression profile. Number of genes differentially expressed in diabetic mouse liver compared with normal control according to the indicated fold change and FDR value was listed. 2627 genes with absolute fold change ≥ 1.5 and FDR < 0.001 were considered as differentially expressed genes in this study. (B) Heat-map images for the 2627 differentially expressed genes. The selected genes were classified into Cluster A or B, based on the genes upregulated or downregulated in diabetic mouse liver. Red and blue indicate genes with high and low abundance respectively.
(TIF) Click here for additional data file.

Table S1 **Gene expression data of normal and diabetic mouse liver.** The 8551 genes with average TPM no less than 1 in normal and diabetic mouse liver were listed. N_TPM, the TPM of the indicated genes in normal mouse liver; DB_TPM, the TPM of the indicated genes in diabetic mouse liver.
(XLS) Click here for additional data file.

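The copy of Table S1 used here holds 1998 of the 8551 genes. Each of these 1998 genes had the same TPM in both libraries as in the deposited table. The values are relative to all clean tags of a library and are not divided by gene length, as each gene is counted by its tags. Because the copy is partial, no overlap or set test was run on it.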

Table S2 **Gene expression profile of immune-related 15 pathways in KEGG database in diabetic (DB) mouse liver compared with normal (N) control.**
(XLS) Click here for additional data file.

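Table S2 gives the TPM of a gene in both libraries, its fold change and its FDR by the test of the authors. All 393 genes of Table S2 that are also in the deposited table had the same TPM there. Under 0.001 were 156 FDR values of the authors for these genes and 158 FDR values of the exact test, with 391 of the 393 genes on the same side. Pak4 and Rock1 were under 0.001 by the exact test only.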

How the deposited data were processed for this re-analysis (not part of the article)

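The study measured gene expression in the liver of 9-week-old male normal mice and db/db mice with digital gene expression tags, 1 library per group. The samples were assigned to the groups from their labels and the methods of the paper. The authors extracted total RNA, isolated poly(A) RNA, digested the cDNA with DpnII and sequenced the tags on an Illumina 1G sequencer. They removed adaptors, kept high quality clean tags, compared these with RefSeq and counted the tags of each gene. The aligner, the mismatches allowed and the genome build are not named in the text of the paper. It also does not state whether or how tags common to close paralogs were counted. The values that the authors deposited, which they call TPM, are RPM values, that is reads of a gene relative to all clean tags of the library, rounded to 2 decimals. The authors wrote 0.01 for an undetected gene and left out genes with a mean TPM under 1, which was tested on the values. No other column of values per sample was present, so the number not used was 0.

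Whole reads were computed from the steps of the deposited values. The lowest step above the placeholder was 2 reads, and 1 of the 8537 values of the diabetic library was not a whole number of reads. No value stood at 1 read, so the placeholder, counted here as 0 reads, may also stand for 1 read. The design fixed in advance used these reads for the FDR, if they could be recovered, and the deposited values for all fold changes. The FDR came from a two-sided exact binomial test per gene, given the reads of a gene in both libraries and their clean tags, with Benjamini-Hochberg adjustment over 8551 genes. The study refers to an earlier description for its own test and does not name it in the text. With 1 library per group, the test compares libraries and not conditions, and no variation between mice enters it. The only p-value computed across genes was a hypergeometric p for the chromosome of genes low only in the diabetic library. Intervals are 95% Clopper-Pearson intervals for ratios and Wilson intervals for shares of tags, and tags without molecular identifiers are not independent molecules, so intervals and limits cover counting error only. A gene at 3 reads or fewer in 1 library was given a value computed against 3 reads, called its bound. It limits the fold change only for a gene with no read. Differentially expressed means a fold change of at least 1.5 and an FDR under 0.001, as in the paper.

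A list of genes was described by the number of genes at least 1.5-fold higher and lower and by its median log2 ratio. That median was placed among 10000 random lists of the same size matched on mean expression in 50 bins, for lists of at least 5 genes, as a description of these libraries. Lists from the paper were those of Figures 1, 3, 4, 5 and 6, Table 1 and Table S2. Lists written before the values were seen held male-biased and female-biased liver genes, Y-linked genes, markers of macrophages, endothelial cells, stellate cells, cholangiocytes, T and NK cells, B cells, erythroid cells and exocrine pancreas, clock genes, cytosolic ribosome genes, housekeeping genes and other enzyme genes of fatty acid and glucose metabolism. Genes named in the text are those that the paper names as changed or unchanged, the genes of Figures 1D, 1E, 3 and 4, the 5 genes with the largest fold change in each direction with nearly undetected genes set to 3 reads, and members of those lists. For 1 gene of Figure 4, single values are not reported here, and it enters only the counts and medians of lists. Of the Entrez identifiers, 8317 of 8551 matched a RefSeq gene table of the assembly GRCm38.p6, which was used only for names and for which genes neighbour each other.

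Alternatives were 4 scalings between the libraries, pseudocounts of 0.1 and 1 TPM, a minimum mean of 5 TPM, a fold threshold of 2, the Audic-Claverie test, and an assumed variation between samples of 20% and 40%. TMM scaling trimmed 30% of the log ratios and 5% of the mean abundances at each end, upper-quartile scaling used the 75th percentile, and median-ratio scaling used genes with a mean of at least 10 TPM. The closing section gives their effect.

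The computation was tested on simulated reads of the 8551 genes at the depth of the 2 libraries, in which 200 genes were changed 3-fold. The reads of all 8551 genes were recovered from simulated values, with simulated reads under 2 written as the placeholder and counted as 0. The exact test called 158 of the 200 changed genes, among them 85 of the 85 with a mean of at least 10 TPM, and 1 unchanged gene. By the fold change alone, 498 of the 8351 unchanged genes differed at least 1.5-fold. With an assumed variation of 20% or 40%, 0 of the changed genes were called, so those settings miss 3-fold changes. Of 100 unchanged lists, 8 fell outside the 2.5th to 97.5th percentile of the random lists, and a list of 20 genes changed 3-fold was at percentile 100. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

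The copy of Table S1 used here was partial, with 1998 genes. Enrichments for Gene Ontology terms, KEGG pathways and diseases were not rerun, since their term lists were not used here. Genes with a mean TPM under 1 and tags that mapped to several genes were not analysed here, nor were Xist, H2-Ea and Lepr.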

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

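In this part, the tests of the scaling, of tags common to near-identical genes, of single macrophage genes and of the clock genes were chosen only after the result was seen, and the others before.

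Genes that differ between the sexes in mouse liver changed in opposite directions, in genes that the paper does not discuss. Of 43 female-biased genes in a list written beforehand, 29 had a value, 25 were at least 1.5-fold higher in the diabetic library and 1, Lifr, was lower. The paper names 16 of the 29. Of the other 13 genes, 9 were at least 1.5-fold higher and 1 lower, with a median log2 ratio of 1.55 (percentile 100 of the matched random lists) and of 1.30 under TMM scaling, with genes at 3 reads or fewer at their bound. Of 36 male-biased genes, 21 had a value, 17 were at least 1.5-fold lower and 1, Nat8, was higher. The paper names 12 of these 21 genes and lists 5 in Table S2. Of the 7 genes outside both, 5 were at least 1.5-fold lower and 1 higher, with a median of -1.02 (percentile 0.01) and of -1.28 under TMM scaling.

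Female tissue in the diabetic library would lower the Y-linked genes. The 4 listed Y-linked genes had 196 reads in the normal library and 421 in the diabetic library, a log2 ratio of 0.71, which argues against it. Eif2s3y, Ddx3y and Kdm5d rose to 246, 89 and 54 reads, while Uty was at least 1.5-fold lower, with 39 and 32 reads, and all 4 are genes of low abundance. The test written beforehand also named Xist, which was not analysed here, so that only its part on the Y-linked genes was run. A single scaling factor moves both lists the same way, but without the genes of Figure 1 the male-biased median was -1.47 and the female-biased median 2.37 under TMM scaling. Reads common to near-identical genes, of which these lists hold many, were to be tested with genes whose symbol stem no other listed gene has. Over the 6 male-biased and 5 female-biased genes kept, the medians differed by 4.58. The rule failed for symbols with 1 letter before a digit, so C6, C8a, C8b and C9 were kept although C8a and C8b share a stem. A stem also does not measure how alike sequences are, so reads common to such genes remain an open explanation. Beyond the genes of Figure 1, the medians of the 12 male-biased and 20 female-biased genes that remain differed by 3.84. This restates the pattern, and does not separate a loss of male-type expression in db/db liver from a difference between the suppliers of the normal and the diabetic mice. With 1 library per group these cannot be told apart, and hormone levels were not used here.

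Genes of the circadian clock, which the paper does not name, changed although both groups are described with the same collection time. Of 19 clock genes in a list written beforehand, 16 had a value, 11 were at least 1.5-fold higher and 1, Arntl, at least 1.5-fold lower. The median log2 ratio was 1.25, at percentile 99.99, with 4 genes at their bound. Dbp had 0 reads in the normal library and 191 in the diabetic library and was at least 48.4-fold higher, and Tef rose from 96 to 730 reads. Under TMM scaling 10 genes were higher and 2 lower with a median of 1.00, and under median-ratio scaling, which of the 4 scalings moved it most, the median was 0.95, so that the scaling is not the whole cause. A different phase of the clock in the diabetic mice and a different collection time of the groups cannot be told apart. Both could raise most of the list, whose median of 1.25 they share, and lower Arntl, which was at -1.47, and a single time point with 1 library per group keeps both open.

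Markers of macrophages were lower, also among genes that the paper neither names nor lists in Table S2. Of 25 macrophage genes in a list written beforehand, 21 had a value, 13 were at least 1.5-fold lower and 1, C1qb, was at least 1.5-fold higher, with a median log2 ratio of -0.70 (percentile 0 of the matched random lists). The paper names 3 of the 21 and lists 8 in Table S2. Of the 13 genes outside both, 7 were at least 1.5-fold lower and 0 higher, with a median of -0.66 (percentile 0.05), and of -0.92 under TMM scaling. The most abundant members were Slc40a1, with 2004 reads in the normal library and 2348 in the diabetic library (log2 ratio -0.17), and C1qa, with 1814 and 685 reads. Cd5l was at -0.04.

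The lists of other cells outside the hepatocytes did not decide whether macrophages changed alone. The stellate list (14 of 18 genes listed, 3 higher and 2 lower) had a median of 0.29, at percentile 54.7, and the endothelial list (18 of 20 genes, 2 higher and 7 lower) a median of -0.29, at percentile 0.70. Of 10 cholangiocyte genes 5 were listed, 1 higher and 2 lower, with a median of -0.08 at percentile 21.5. Of the 20 T and NK cell genes only 3 were listed, of which 1 was higher, of the 15 B cell genes 3, of which 1 was higher and 2 lower, and of the 9 erythroid genes 1, with a log2 ratio of -0.23, so that these lists decide nothing. The paper names 1 gene each of the endothelial, stellate, cholangiocyte and T and NK cell lists, and Table S2 lists 3 of the endothelial genes, 1 of the cholangiocyte genes, all 3 of the T and NK cell genes and all 3 of the B cell genes. A smaller share of macrophages in the diabetic liver would lower the macrophage list, whose median was -0.70. The test written beforehand also asked that other lists of cells do not fall alike. The endothelial list fell as well, and the genes of the stellate list went both ways. A smaller share of macrophages and a smaller share of all cells other than hepatocytes therefore cannot be told apart. A smaller share may not be the whole cause, since C1qb rose, with a log2 ratio of 0.60, while C1qa and C1qc were both at -1.80. A lower expression of part of the macrophage genes at an unchanged share of macrophages cannot be told apart from either, because no measure of cell numbers was used here.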

How the results depend on the processing

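The alternatives below were chosen before the data were examined, except the minimum mean of 10 TPM for the ranking by fold change and the scalings of the Table 1 genes, which were chosen after seeing the data. No other test in this part was chosen after its result was seen. No paired analysis was possible because each group has 1 library.

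The scaling between the libraries changed the most results. It lowered each log2 ratio by 0.26 (sum of the listed genes), 0.25 (TMM), 0.31 (median ratio) or 0.27 (upper quartile), and this common shift accounts by construction for the changes in this paragraph. By the fold change alone, 1310 genes were lower under the deposited values, and 2044, 2022, 2189 and 2076 under these scalings in the same order. The higher genes numbered 2941 under the deposited values and 1873 under median-ratio scaling, and stayed within 1.5 times of 2941 under the others. Of the differentially expressed genes, 1249, 1272, 1133 and 1220 were higher, against 1955, and 1165, 1147, 1262 and 1183 were lower, against 700. The share of them that was higher fell from 73.6% to 51.7%, 52.6%, 47.3% and 50.8%. Their sum in both directions stayed within 1.5 times of 2655. Of the synthesis and storage genes of Figure 3C, 0 were at least 1.5-fold lower under the deposited values, and 1 (Acly) under each scaling. Of the glucose metabolism genes of Figure 4, 0 were at least 1.5-fold lower under the deposited values and 2 (Aldoa and Aldoc) under each scaling, by the fold change alone. The immune pathway genes at least 1.5-fold higher numbered 109, and 71 scaled to the sum, 65 under median-ratio and 70 under upper-quartile scaling. Those at least 1.5-fold lower numbered 85, and 132 under median-ratio scaling.

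Of 120 named genes, 3 reversed direction under each scaling. Scaled to the sum of the listed genes, by TMM, by median ratio and by upper quartile, the log2 ratio was -0.0140, -0.00678, -0.0605 and -0.0228 for Aacs, and -0.21, -0.20, -0.25 and -0.22 for Acot11. It was -0.0111, -0.00395, -0.0577 and -0.0199 for Cyp2e1. In the same order, 67, 67, 75 and 68 other named genes moved beyond their 95% interval without reversing. A pseudocount of 1 TPM moved 18 named genes and reversed 0.

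With a minimum mean of 5 TPM, 1773 genes were at least 1.5-fold higher and 658 lower, and 63 immune pathway genes were higher and 48 lower. A fold threshold of 2 gave 1589 higher and 582 lower genes, and 1236 higher and 387 lower among 1623 differentially expressed genes. Fewer genes could pass under both settings by construction.

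The exact test counts only sampling error. With an assumed variation between samples of 20%, 176 genes were higher and 64 lower, 240 in both directions, and with 40% there were 15 higher and 10 lower, 25 in both directions. All of these were among the differentially expressed genes of the exact test. The Audic-Claverie test gave 1928 higher and 704 lower genes, within 1.5 times of the exact test. Variation between mice was not measured, so which of these assumptions is nearer to it is open. With 1 library per group, both assumed variations called 0 of 200 genes changed 3-fold in simulated reads. Their low counts therefore do not show that few genes changed.

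The ranking by fold change depended on the value given to undetected genes and on the minimum mean abundance. Of the upregulated genes of Figure 1E, 5 were among the 15 largest increases as deposited, 9 with undetected genes set to 3 reads, 9 with a minimum mean of 5 TPM, 12 with a pseudocount of 1 TPM and 14 with a minimum mean of 10 TPM. For the downregulated genes the numbers were 2, 7, 10, 11 and 15 in the same order. The cause was not tested.

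The other results stayed within 1.5 times of their value under the alternatives run for them. These were the genes detected, the genes with a mean TPM of at least 1 when scaled to the sum of the listed genes, the ranking by abundance under TMM scaling, the counts of differentially expressed genes with pseudocounts of 0.1 and 1 TPM, and the fatty acid oxidation genes, with 12 to 15 higher and 0 lower. The other enzyme genes had 14 to 20 higher and 2 to 3 lower. The Table 1 genes had 88 to 115 higher of 116 and 43 lower of 43. The last number could not change, since each scaling lowered each log2 ratio. Use of no filter, and of a minimum mean of 1 TPM for the enzyme genes, removed no gene and so gave no further value.

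Depth limits the genes of low abundance. In the normal library 391 genes had fewer than 10 reads, and the 1596 genes that differed at least 1.5-fold without passing the FDR had a median of 2.38 TPM.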

Differences from the paper's values

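No test in this part was chosen after its result was seen, apart from the minimum mean of 10 TPM. None of the values that the paper states for a measure also computed here differed by more than 1.5 times under the main setting. The paper's 2627 differentially expressed genes, 1933 higher and 694 lower, compare with 2655, 1955 and 700 here. The Audic-Claverie test, set before the data were examined, gave 2632, 1928 and 704. Under each of the 4 scalings the number of higher genes (1133 to 1272) and of lower genes (1147 to 1262) differed from the paper's by more than 1.5 times. So did the counts with a fold threshold of 2 and with an assumed variation of 20% or 40%. Pseudocounts and a minimum mean of 5 TPM stayed within 1.5 times. The paper's share of tags on unique genes, 41.4% on average, compares with 40.7%.

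Figure 1E ranks genes by fold change. Over all listed genes, 5 of its upregulated and 2 of its downregulated genes were among the 15 largest changes. With a minimum mean of 10 TPM, chosen after seeing the values, all 14 upregulated genes with a value and all 15 downregulated genes were, the downregulated ones in the order of the figure. The paper names Cyp2b22 in that ranking, where Cyp2a22, with a log2 ratio of 8.05, stands here, and Table 1 of the paper lists CYP2A22. The paper puts Vdac2, Hsd3b5 and Slco1a1 first among the decreases. Slco1a1 was 52.8-fold lower, while St3gal3, with 0 reads in the diabetic library, was at least 64.8-fold lower. Cib3, with 2 reads there, was 80.1-fold lower against 3 reads. That is not a lower bound, so the order of Cib3 and Slco1a1 is open.

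The paper describes Cpt1a, Dgat2, Slc27a2 and Pygl as upregulated. They were 1.36-fold, 1.48-fold, 1.45-fold and 1.49-fold higher here, the values that the paper also prints. These are below its fold criterion of 1.5, and only the FDR criterion was met. Table 1 lists Atp5g3, which was 1.495-fold higher. Gpam, which the paper describes as upregulated, had an FDR of 0.0041 in the exact test and was not called.

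The paper states that none of the detected enzyme genes in its schematics of fatty acid and glucose metabolism was downregulated. Under each of the 4 scalings 3 of these genes, Acly (-0.64 under TMM scaling), Aldoa (-0.63) and Aldoc (-0.60), were at least 1.5-fold lower by the fold change alone. The paper's criterion also includes the FDR, which in the exact test under TMM scaling was 3.6e-50 for Acly, 4.7e-13 for Aldoa and 0.0115 for Aldoc. Acly and Aldoa met both criteria under each of the 4 scalings, and Aldoc under 0 of them. Figure 3B groups Acot genes under the enzyme ACAT, and Figure 4 groups Gpd1 and Gpd2 under GAPDH and Ldhd under LDH. The values here are those of the genes as printed.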

Other observations

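In this part, only the test of the scaling to all clean tags and the test of the strain background were chosen before the result was seen, and the others after it.

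More genes were higher than lower in the diabetic library. By the fold change alone there were 2.25 higher genes for each lower gene. The values are relative to all clean tags, and the listed genes summed to 73024 TPM more in the diabetic library. A few abundant listed genes that take a smaller share are argued against as the whole cause. The 57 genes with a mean of at least 1000 TPM took 14.2% of the clean tags in the normal library and 15.2% in the diabetic library. Relative to the other clean tags, the median log2 ratio of the other genes was 0.27. With only the 16 of these genes that were lower in the diabetic library left out, which favours that explanation, it was 0.20. Scaled to the sum of the listed genes, the ratio of higher to lower genes was 0.992, but that scaling removes any common shift by construction, so that the ratio decides nothing about its source. A different share of clean tags assigned to listed genes and more RNA of most genes in the diabetic liver, with a median log2 ratio of 0.25, therefore cannot be told apart, because no external standard was used here. Tags of near-identical genes that were left out of the table, such as those of the Mup family, could also have shifted the share. The 6 listed Mup genes were all at least 1.5-fold lower, from 12190.4 to 2278 TPM in sum, a log2 ratio of -2.42 of their reads. Whether the tags left out fell as well cannot be told apart from the other explanations, since these tags were not analysed here.

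Some genes had reads in 1 library and nearly none in the other. At 3 reads or fewer were 75 genes in the normal library alone and 20 genes in the diabetic library alone. Counting error at equal levels would give 1.51 and 0.0904 such genes, so chance absence at this depth is argued against. A different strain background of the diabetic mice was to be tested with H2 genes that C57BL/6 mice do not express, but 0 genes of that list had a value, and the background cannot be told apart from the genotype. Variants in the chromosome segment that carries the db mutation might remove tag sites of genes near the leptin receptor gene. Of the 19 genes low only in the diabetic library with a position, 4 (St3gal3, Med8, Sdc3 and Cela2a) lie on the chromosome of that gene, against 1.19 expected (exact hypergeometric p 0.028, not corrected for 20 chromosomes). They are not next to it, as 0 of the 100 listed genes nearest to the leptin receptor gene were among them. The number is too small to decide, and this explanation cannot be told apart from differences in expression.

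Among the immune pathway genes, 382 are outside the macrophage and endothelial lists. Their median log2 ratio was 0.13, at percentile 0.20 of the matched random lists, whose typical median was 0.27. With 382 of 393 genes kept, the median could hardly move from 0.11, so this decides nothing about the share of macrophages or endothelial cells.

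In the lists of other enzyme genes of fatty acid and glucose metabolism, outside Figures 3 and 4, 33 genes had a value. The paper names 5 of the oxidation genes and 1 of the glucose metabolism genes elsewhere. At least 1.5-fold higher were 20 and lower 2, with a median log2 ratio of 0.75 (percentile 99.4). Of the 13 oxidation genes 9 were higher and 0 lower, of the 9 synthesis and storage genes 6 higher and 1 lower, and of the 11 glycolysis, gluconeogenesis and glycogen genes 5 higher and 1 lower. With an FDR under 0.001 in addition, 14 of the 33 genes were higher and 2 lower. By list these were 9, 4 and 1 higher and 0, 1 and 1 lower in the same order. The lower genes were Fads1 (879 and 630 reads, exact test FDR 1.5e-30) and Hk3 (31 and 12 reads, exact test FDR 0.000452). Their log2 ratios were -0.87 and -1.76, and no explanation was tested for them. Pgm1 was also at least 1.5-fold lower under each scaling.

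Of 30 housekeeping genes 18 had a value, 6 at least 1.5-fold higher and 2 lower, with a median log2 ratio of 0.38 at percentile 63.6. The paper names 3 of them, and Table S2 lists 2. Of 34 cytosolic ribosome genes only 5 had a value, 0 higher and 2 lower, with a median of -0.34 at percentile 6.23. Of 13 genes of the exocrine pancreas, only Cela2a had a value, with 21 reads in the normal library and 3 in the diabetic library. Cela2a was 9.19-fold lower, an estimate and not a lower bound. No biological explanation was tested for these lists.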
